# Dissecting the roles of MBD2 isoforms and domains in regulating NuRD complex function during cellular differentiation

**DOI:** 10.1038/s41467-023-39551-w

**Published:** 2023-06-29

**Authors:** Nina Schmolka, Ino D. Karemaker, Richard Cardoso da Silva, Davide C. Recchia, Vincent Spegg, Jahnavi Bhaskaran, Michael Teske, Nathalie P. de Wagenaar, Matthias Altmeyer, Tuncay Baubec

**Keywords:** Chromatin remodelling, Stem-cell differentiation

## Abstract

The Nucleosome Remodeling and Deacetylation (NuRD) complex is a crucial regulator of cellular differentiation. Two members of the Methyl-CpG-binding domain (MBD) protein family, MBD2 and MBD3, are known to be integral, but mutually exclusive subunits of the NuRD complex. Several MBD2 and MBD3 isoforms are present in mammalian cells, resulting in distinct MBD-NuRD complexes. Whether these different complexes serve distinct functional activities during differentiation is not fully explored. Based on the essential role of MBD3 in lineage commitment, we systematically investigated a diverse set of MBD2 and MBD3 variants for their potential to rescue the differentiation block observed for mouse embryonic stem cells (ESCs) lacking MBD3. While MBD3 is indeed crucial for ESC differentiation to neuronal cells, it functions independently of its MBD domain. We further identify that MBD2 isoforms can replace MBD3 during lineage commitment, however with different potential. Full-length MBD2a only partially rescues the differentiation block, while MBD2b, an isoform lacking an N-terminal GR-rich repeat, fully rescues the *Mbd3* KO phenotype. In case of MBD2a, we further show that removing the methylated DNA binding capacity or the GR-rich repeat enables full redundancy to MBD3, highlighting the synergistic requirements for these domains in diversifying NuRD complex function.

## Abstract (web summary)

MBD proteins are integral subunits of the NuRD complex, a crucial regulator of cellular differentiation. Here the authors systematically dissect which MBD protein domains and isoforms are essential for neuronal differentiation.

## Introduction

Cellular differentiation entails establishment of new cell identities through changes in transcriptional programs. Multiple components involving external stimuli, transcription factors and chromatin modifications play important roles in orchestrating gene expression during developmental transitions. Chromatin remodeling complexes are key components of this process, enabling the change of chromatin structure and the accessibility of specific genomic sites^1^. The Nucleosome Remodeling and Deacetylation (NuRD) complex is an abundant and highly conserved complex, regulating pluripotency, cell fate transitions and differentiation in many different organisms and developmental contexts^2–6^. The multiprotein complex combines two enzymatic activities: lysine deacetylation mediated by Histone Deacetylase (HDAC) 1 and 2 proteins, and ATPase-dependent nucleosome remodeling by Chromodomain Helicase DNA binding protein (CHD) 3 or 4^7–9^. Additional complex partners are the histone chaperone proteins RBBP4 and 7, the zinc-finger proteins GATAD2a or GATAD2b, two MTA proteins (MTA1, MTA2, and/or MTA3) and CDK2AP1^10^. Additionally, the methyl-CpG binding protein family members MBD2 or MBD3 are essential but mutually exclusive NuRD complex members, therefore assembling distinct MBD2-NuRD or MBD3-NuRD complexes^4,11^. Recent structural and biochemical data supports the notion that the MBD2 and MBD3 proteins function as a link between the MTA:HDAC:RBBP core and the peripheral GATAD2:CHD:CDK2AP remodeling module^12–14^. Absence of MBD2 or MBD3 therefore disrupts NuRD complex functionality. In addition, replacement of MBD2 or MBD3 through PWWP2A results in a distinct complex lacking the remodeling module, also called NuDe complex^15–17^. In vivo, MBD2 seems dispensable for normal mouse development as *Mbd2* KO mice display only minor phenotypes but are viable and fertile^4^. In contrast, MBD3 is required to exit pluripotency and essential for early mammalian development reflected by lethality of *Mbd3* KO mouse embryos^4,18–20^.

MBD2 and MBD3 are closely related proteins that share almost 80% homology outside of the MBD domain and arose by gene duplication from an ancestral MBD2/3 gene that is present in some metazoans^4,11,21^. MBD2 and MBD3 contain an MBD and a coiled-coil domain (CC) separated by a disordered protein region, with the latter two being important for protein-protein interaction with the NuRD complex^22–24^. Whereas the MBD domain of MBD2 shows high affinity for methylated DNA, the MBD3-MBD domain lacks four conserved amino acids required for the recognition of methyl-CpG^25^. In addition, MBD2 contains an N-terminal glycine-arginine (GR) rich stretch that has been implicated in increasing DNA methylation affinity and interactions with the NuRD complex^11,26^. Differential inclusion of these domains results in various MBD2 and MBD3 isoforms, some with cell type or tissue-specific expression^18,27–29^. Three MBD3 isoforms are present in mouse ESCs: The full-length MBD3a isoform, MBD3b with a truncated MBD domain and MBD3c lacking the MBD domain^18^. MBD2 also contains three isoforms: the full-length MBD2a, MBD2b lacking the N-terminal GR repeat, and MBD2t lacking the C-terminal CC domain. Based on the presence of either MBD2 or MBD3 in the NuRD complex, MBD2-NuRD and MBD3-NuRD are considered to have distinct functional roles during early development. It is speculated that this is mainly due to their differential binding affinity to methylated DNA by the MBD proteins and recruitment to distinct genomic sites. The tissue-specific presence of MBD2 or MBD3 isoforms is expected to further increase the complexity of NuRD complex function. Still, little is known about the direct requirement of the individual MBD2 and MBD3 domains for NuRD complex activity during cellular differentiation. Furthermore, differential and overlapping expression levels of MBD2 and MBD3 isoforms in different cellular contexts have convoluted our current understanding about the roles of these different NuRD complexes, requiring further investigation.

Here, we took a systematic approach to dissect the functionality of different NuRD complex compositions during neuronal commitment and terminal differentiation through controlling the expression of MBD2- or MBD3-isoforms. Towards this, we combined neuronal differentiation of engineered murine ESCs with FACS-based measurements of cell identity and transcriptional profiling. In our approach, successful lineage commitment is a direct measurement of a functional NuRD complex reconstituted with specific MBD isoforms. We show that MBD3 is indeed the critical NuRD complex member allowing neuronal differentiation, but this function is independent of its MBD domain. Additionally, full-length MBD2a can partially compensate for MBD3 function. In absence of the GR-stretch or DNA methylation binding affinity, this ability is further elevated to fully compensate for the absence of MBD3, indicating that these protein regions prevent a complete redundancy to MBD3. We show that the MBD2 GR-stretch and MBD domain act synergistically to sequester MBD2-NuRD to chromocenters.

## Results

### Quantitative readout for NuRD complex function

To investigate the distinct roles of MBD2 and MBD3 during lineage commitment, we employed a well-established in vitro differentiation system of ESCs towards homogenous populations of neural progenitor cells (NPC) and terminal neurons (TN)^30^ (Supplementary Fig. 1a). We first tested the suitability of this setup by differentiating TNs from individual *Mbd2* and *Mbd3* knock-out (KO) ESC cell clones that were generated in the same genetic background using CRISPR-Cas9 (Supplementary Fig. 1b–c). As expected, and in line with previous reports^18^, *Mbd3* KO ESCs were not able to form TNs, while *Mbd2* KO ESCs successfully differentiated towards terminal neurons (Fig. 1a and Supplementary Fig. 1d). Next, we assessed the capacity of MBD3a, the longest MBD3 isoform, to rescue the neuronal differentiation phenotype of *Mbd3* KO cells. Towards this, we expressed MBD3 at two different levels from a defined genomic site in the mouse ESC genome (Supplementary Fig. 1e and f)^24^. Expression of the MBD3a isoform in *Mbd3* KO ESCs fully rescued the differentiation block and TNs were formed similar to WT control cells (Fig. 1b). However, this was only observed when we expressed MBD3 at high levels, while MBD3 expression at lower levels was not sufficient to fully rescue the differentiation block (Fig. 1b). Next, we wanted to test the capacity of MBD2 to rescue the observed phenotype and assess a potential redundancy between MBD3 and MBD2 during neuronal differentiation. Towards this, we chose the shorter MBD2 isoform, MBD2b, which is very similar to MBD3a in terms of domain composition, and expressed it from the same genomic integration site using a strong promoter (Supplementary Fig. 1e). To our surprise, MBD2b could fully rescue the *Mbd3* KO phenotype, leading to fully differentiated TNs (Fig. 1b). We additionally tested our observation with another well-established ES cell differentiation model via embryoid bodies towards FLK1^+^ mesoderm^31–33^. Similar to the neuronal differentiation, *Mbd3* KO ES cells showed a complete block in mesoderm differentiation (Fig. 1c–e). Re-expression of MBD3a fully rescued this differentiation block, and similar to the neuronal differentiation, MBD2b expression enabled *Mbd3* KO ES cells to form FLK1^+^ mesoderm cells (Fig. 1c–e).

**Fig. 1:**
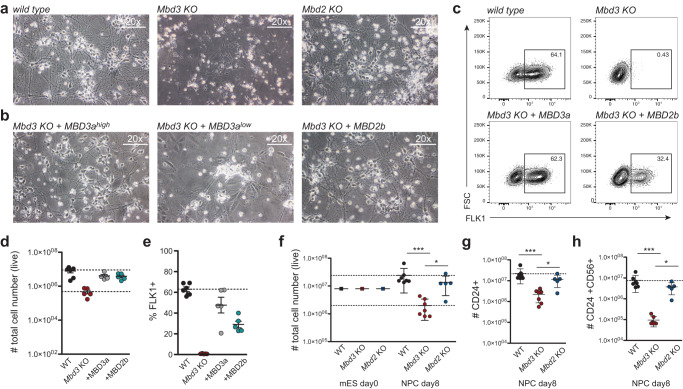
Neuronal differentiation in absence of MBD2 and MBD3. **a** Microscopy images of in vitro derived neurons from WT, *Mbd3* KO, and *Mbd2* KO ESCs shown at 20× magnification. Same results were obtained from 3-5 independent replicates. **b** Microscopy images of in vitro derived neurons from *Mbd3* KO ESCs stably expressing MBD3a (high) or MBD2b under a strong promoter (CAG) or MBD3a (low) under a weaker promoter (CMV). Shown at 20× magnification. Same results were obtained from 3 independent replicates. **c** Representative flow cytometry analysis of FLK1 surface expression and flow cytometry analysis. **d**, **e** Number of live cells (**d**) and percentage of FLK1+ cells (**e**) in EB cultures of WT, *Mbd3* KO, and *Mbd3* KO cell lines expressing MBD3a or MBD2b. **f**–**h** Flow cytometry analysis showing number of live cells (WT to *Mbd3* KO p = 0.0006, *Mbd3* KO to *Mbd2* KO p = 0.0147) (**f**), CD24+ cells (WT to *Mbd3* KO p = 0.0002, *Mbd3* KO to *Mbd2* KO p **=** 0.0451) (**g**) and CD24 + CD56+ cells (WT to *Mbd3* KO p = 0.0002, *Mbd3* KO to *Mbd2* KO p = 0.0186) (**h**). Each data point (in **d**–**h**) represents individually generated cell lines. For each cell line 3 independent clones were analyzed, n = 2 biological replicates. Error bars represent mean +/− SD. p-values were calculated using an unpaired, two-tailed *t* test (Mann-Whitney). Source data for (**d**–**h**) are provided as a Source Data file.

Based on these initial observations, we wanted to investigate the contribution of the individual MBD2 and MBD3 isoforms towards NuRD complex function using a quantitative and systematic, differentiation-based readout. We explored published microarray expression data^34^ of several surface proteins at consecutive neuronal differentiation stages (ESC, cell aggregate formation (CA) day 4, NPC day 8 and TN day 2 and day 4, respectively) and identified the two neuronal surface proteins, CD24a (CD24) and CD56 (also known as NCAM1), as significantly up regulated at the NPC and TN stage (Supplementary Fig. 2a). To test if CD24 and CD56 indicate successful neuronal lineage commitment, we sorted different NPC populations by FACS from differentiated WT ESCs. As expected, CD24/CD56 double negative NPCs were not able to form TNs, whereas both cells expressing CD24 alone and with CD56 formed TNs (Supplementary Fig. 2b, c). In this study, we subsequently used this FACS-based readout of CD24 and CD56 surface expression on NPCs as a measure of successful ESC lineage commitment in addition to the total amount of live cells generated at progenitor stage and morphological assessment of fully differentiated neurons.

To underline the suitability of this FACS readout, we repeated the differentiation of the *Mbd2* and *Mbd3* KO cell lines together with wild type cells and measured CD24 and CD56 levels at the NPC stage (Supplementary Fig. 2d). Whereas uncommitted ESCs do not express CD24 and CD56 in all three tested lines (WT, *Mbd2* KO, and *Mbd3* KO), NPCs derived from both WT cells or *Mbd2* KO generated comparable numbers of live cells, CD24^+^ single, and CD24^+^CD56^+^ double-positive cells, indicating successful neuronal commitment (Fig. 1f–h). This was in stark contrast to the *Mbd3* KO ESCs that showed a >10-fold reduction of total number of live cells, CD24^+^ single and CD24^+^CD56^+^ double-positive cells (Fig. 1f–h). Additionally, we detected a significant increase in the frequency of uncommitted CD24^−^CD56^−^ cells in *Mbd3* KO cells, when compared to WT (12% in WT vs. 38% in *Mbd3* KO) (Supplementary Fig. 2e).

### The MBD domain of MBD3 is dispensable for neuronal differentiation

To systematically test the functional role of different isoforms and domains in regulating neuronal lineage commitment, we repeated the experiments outlined above with additional MBD2 and MBD3 variants expressed at comparable levels from the same genomic integration site in *Mbd3* KO ESCs (Fig. 2a). In addition to the full-length MBD3a isoform that contains the complete MBD domain, two additional MBD3 isoforms are present in ESCs: one with a truncated (MBD3b) and the other with a complete lack (MBD3c) of the N-terminal MBD domain (Fig. 2a and Supplementary Fig. 2f)^18,27^. Previous reports suggest that all three isoforms are equally capable of promoting lineage commitment^18,35^. To evaluate the role of the MBD domain of MBD3 in neuronal differentiation, we generated *Mbd3* KO ESCs expressing a MBD3 protein lacking the entire MBD domain (MBD3ΔMBD). Similar to the MBD3a full-length variant, the MBD3ΔMBD construct completely rescued the differentiation block of the *Mbd3* KO ESCs at the progenitor (Fig. 2b) and neuron (Fig. 2c) stage, in agreement with previous results using MBD3c^35^.

**Fig. 2:**
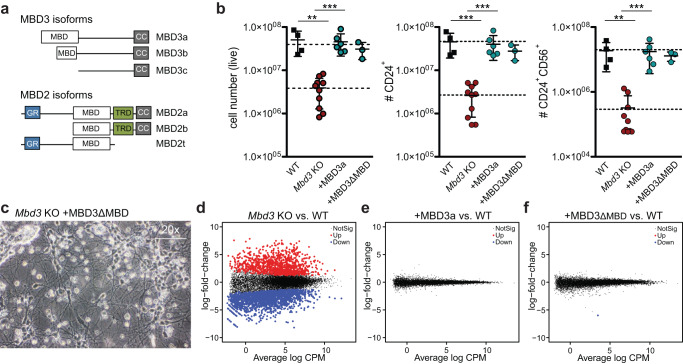
The MBD domain of MBD3 is dispensable for ESC neuronal lineage differentiation. **a** Schematic of MBD3 and MBD2 isoforms present in ESCs. MBD: MBD domain, cc: coil-coiled domain, GR: glycine- arginine rich repeat, TRD: transcriptional repressor domain. **b** Flow cytometry analysis indicating (from left to right) the number of live cells (WT to *Mbd3* KO p = 0.0020, *Mbd3* KO to +MBD3a p = 0.0001), CD24+ (WT to *Mbd3* KO p = 0.0001, *Mbd3* KO to +MBD3a p = 0.0002), or CD24 + CD56 + NPC cells (WT to *Mbd3* KO p = 0.0020, *Mbd3* KO to +MBD3a p = 0.0002) at day 8 of WT, *Mbd3* KO, and *Mbd3* KO stably expressing MBD3a or MBD3ΔMBD variants. Each data point represents an individual cell line. For each cell line 3 independent clones were analyzed, n = 2 biological replicates. Error bars represent mean +/− SD. p values were calculated using an unpaired, two-tailed t test (Mann-Whitney). Source data is provided as a Source Data file. **c** Microscopy images of in vitro derived neurons from *Mbd3* KO stably expressing MBD3ΔMBD at 20× magnification. Identical results were obtained from 3 independent replicates. **d–f** MA-plots showing differential gene expression between *Mbd3* KO and WT NPCs (**d**), *Mbd3* KO + MBD3a vs WT NPCs (**e**), and *Mbd3* KO + MBD3ΔMBD vs WT NPCs (**f**). Red and blue dots indicate genes with significant changes in gene expression (edgeR, log2FC > 1 | < −1 and adjusted p-value < 0.05).

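NPCs at day 8 of neuronal differentiation were profiled by poly(A) RNA-seq in 24 libraries, 3 from each of 8 lines. The lines were wild type (WT) ESCs, *Mbd3* KO ESCs, and *Mbd3* KO ESCs with a construct integrated at a recombination site and driven by the CAG promoter. The constructs were MBD3a, MBD3ΔMBD (without the MBD domain), MBD2a, MBD2aΔGR (MBD2a without the glycine-arginine stretch), MBD2aR191C (MBD2a with a point mutation in the MBD domain) and MBD2t (the truncated isoform without the coiled coil). Each library came from an individually derived clone, except for MBD2t, where the 3 libraries are triplicates of a single clone. The sample labels give the point mutation as R181C, and the group was taken as the paper's R191C. The authors trimmed the reads, aligned them with STAR to the mouse genome NCBIM37 (mm9) with a GENCODE annotation, and counted reads per gene with QuasR. The deposited values are these counts, not normalized, for 25400 genes that each have an Entrez identifier. The paper's text does not name whether the counting used the strand, so genes that overlap another gene on the opposite strand are marked as uncertain.
WT libraries held between 37881563 and 42049423 counted reads (median 39116727) and *Mbd3* KO libraries between 34446766 and 41444516 (median 34966712). The totals ran from 29752461 to 32118099 for MBD3a (median 30246503) and from 27993858 to 43033788 for MBD3ΔMBD (median 37543855). For MBD2a they ran from 31875299 to 36684317 (median 32188381), for MBD2aΔGR from 33120415 to 38994029 (median 33169436), for MBD2aR191C from 36909873 to 49392806 (median 40490313) and for MBD2t from 35182427 to 46121563 (median 44632007). At these depths, 3 reads correspond to between 0.0607 and 0.107 CPM (counts scaled to library size), which covers counting error only. Every pair of replicates differed by more than the sampling noise, with a chi-square per gene between 3.42 within MBD2t and 303 within MBD2aΔGR. This shows that no 2 of them are copies of the same reads and not that they are independent, since MBD2t are repeats of a single clone. All 24 libraries were kept.
Genes with too few reads were removed with edgeR's filterByExpr, which left 16582 genes, and libraries were scaled by the TMM method. Differential expression was tested with edgeR's quasi-likelihood F test in a single fit of all 24 libraries. The 3 MBD2t libraries entered it as replicates although they come from a single clone. Their small spread is therefore part of the estimate used for every comparison. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. The methods name edgeR and give these thresholds for the p-value and the fold change, while the figure legends specify the adjusted p-value. The test and the libraries that entered each fit are not named in the paper's text, and both can change the number of genes called.
*Mbd3*, the targeted gene (chromosome 10, 79855284 to 79862295, mm9), had 154.7, 149.0 and 156.9 CPM in the WT libraries and 34.3, 73.8 and 69.1 CPM in the *Mbd3* KO libraries. Its log2 fold change in *Mbd3* KO was -1.38 (standard error 0.274, adjusted p = 0.000283 from edgeR's quasi-likelihood test). Reads on *Mbd3* thus remained in the KO libraries. With MBD3a and MBD3ΔMBD, whose constructs can add reads to the gene, *Mbd3* reached 186 ± 16.2 and 448 ± 41.5 CPM (SD, n = 3). In the libraries with MBD2 constructs, *Mbd3* stayed between 36.4 and 86.5 CPM.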

To obtain a more detailed view of the molecular response following re-expression of wild type MBD3 and MBD3ΔMBD in *Mbd3* KO cells, we performed RNA-seq at the neuronal progenitor cell (NPC) stage and investigated the resulting changes in gene expression. 

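Of the 16582 genes tested, 5609 were called changed between *Mbd3* KO and WT NPCs, 3248 higher and 2361 lower in the KO. At an unadjusted p-value under 0.05, without the fold change threshold, 10636 genes passed. For 62.2% of all genes tested, the 3 *Mbd3* KO libraries did not overlap the 3 WT libraries, where chance gives 10%. Among the genes called it was 95.2%, but these were selected on the same libraries, so the chance value does not apply to them. With each of the 6 libraries left out in turn, between 5126 and 5846 genes were called. The alternative that moved this number most was to drop the fold change threshold, which gave 9990 genes. When the fold change threshold was built into the test with edgeR's glmTreat, 3469 genes were called.
Genes were named by a fixed rule, the 5 largest rises and falls among called genes with a mean log2 CPM of at least 1 over all libraries and no overlap between the libraries of the 2 lines. Genes with a lower mean are left out by it, some with larger changes, such as *Cyp24a1* (7.08, overlapped by *Pfdn4* on the opposite strand) and *Prl3d1* (7.00, a member of a multigene family). The largest rise by this rule was that of *Sohlh1* (chromosome 2, 25698515 to 25702768), from 0.491 ± 0.149 CPM in WT to 137 ± 10.7 CPM in *Mbd3* KO (SD, n = 3). Its log2 fold change was 8.12 (standard error 0.408, adjusted p = 1.21e-10 from edgeR's quasi-likelihood test). The next largest by this rule were those of *Khdc3* (6.97), *Aldh3b2* (5.55), *Fga* (5.51) and *Slc6a2* (5.51). *Khdc3* overlaps the gene model Gm20509 on the same strand, so its reads are uncertain.
The largest fall by this rule was that of *Neurod4* (chromosome 10, 129705209 to 129717296), from 47.0 ± 15.8 CPM in WT to 0.239 ± 0.0863 CPM in *Mbd3* KO (SD, n = 3). Its log2 fold change was -7.56 (standard error 0.635, adjusted p = 5.36e-08 from the same edgeR test). *Vxn*, *Msx3*, *Fabp7* and *Pax3* fell by 7.51, 7.44, 7.12 and 7.10 on the log2 scale. *Vxn* and *Pax3* lie on chromosome 1, whose genes had a median deviation of -0.394 (log2) in a single *Mbd3* KO library (s04 in the deposited table) from the other libraries of the group. *Vxn* also overlaps a gene on the opposite strand.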

Differential gene expression analysis between WT and *Mbd3* KO cells revealed drastic changes in gene expression with 1821 genes up-regulated and 1102 genes down-regulated in the *Mbd3* KO NPCs (Fig. 2d). 

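The GO gene sets were not used here. Gene lists for neuronal differentiation and for the interferon and innate immune response were written before the counts were seen, and 6 Reactome sets were added from the collection that comes with fgsea. In all, 18 sets were tested with limma's camera on the edgeR fit, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the sets.
In *Mbd3* KO NPCs, 57 of the 61 neuronal differentiation genes were lower than in WT and 52 of them were called, with a median log2 fold change of -4.30 over the list (adjusted p = 5.21e-21, camera in limma). The Reactome set Neuronal System, with 229 genes tested, had a median log2 fold change of -0.39, and 139 of its genes were lower (adjusted p = 0.0284, camera in limma). Axon guidance showed no shift, with a median log2 fold change of -0.07 over 269 genes (adjusted p = 0.66, camera in limma).
Of the 60 interferon and innate immune genes, 59 were higher in *Mbd3* KO and 53 were called. Their median log2 fold change was 2.68 (adjusted p = 8.8e-19, camera in limma). The Reactome set Interferon Signaling rose by a median log2 fold change of 1.42 over 111 genes, of which 87 were higher (adjusted p = 6.55e-09, camera in limma). Innate Immune System shifted by 0.17 over 427 genes (adjusted p = 0.0236, camera in limma).
The alternative that moved these tests most was a preranked enrichment over the changed genes only. Under it, the adjusted p-value of a list of 9 pluripotency genes went from 0.013 with camera to 0.22 with fgsea, while the neuronal differentiation and interferon lists remained past 0.05 at 1.59e-18 and 4.66e-17.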

As expected, transcriptional changes resulted in downregulation of genes associated with GO terms “neuronal differentiation”, while upregulated genes were associated with GO terms “immune response” (Supplementary Fig. 3a–c). 

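No gene was called changed between *Mbd3* KO + MBD3a and WT NPCs, where 293 genes had an unadjusted p-value under 0.05. Between *Mbd3* KO + MBD3ΔMBD and WT, 3 genes were called, all lower in MBD3ΔMBD, and 1187 genes had an unadjusted p-value under 0.05. The share of tested genes whose 3 libraries did not overlap the 3 WT libraries was 5.18% for MBD3a and 11.7% for MBD3ΔMBD, where chance gives 10%. The alternative that moved these counts most was the use of unadjusted p-values with the fold change threshold, which gave 93 genes for MBD3a and 287 for MBD3ΔMBD. With each library left out in turn, 0 genes were called for MBD3a in all 6 fits and between 0 and 8 for MBD3ΔMBD. A fit without the MBD2t libraries called 0 for MBD3ΔMBD.
The 3 genes called in MBD3ΔMBD lie on the Y chromosome. *Eif2s3y* (346986 to 365290), *Uty* (433304 to 582202) and *Ddx3y* (597158 to 623056) fell by 5.96, 5.26 and 4.54 on the log2 scale (adjusted p = 0.028, 0.0163 and 0.028 from edgeR's quasi-likelihood test). Each has a close copy on the X chromosome with which reads could be shared, and in the *Mbd3* KO libraries, which carry no construct, *Eif2s3y* and *Uty* were also lower than in WT (log2 fold changes of -2.38 and -3.05, adjusted p = 0.0046 and 0.00019, edgeR), while *Ddx3y* was not called (-0.25, adjusted p = 0.668, edgeR).
Across the genes changed between *Mbd3* KO and WT, the median ratio of a line's log2 fold change against WT to that of *Mbd3* KO was 0.0308 for MBD3a and -0.0796 for MBD3ΔMBD. *Cd24a* and *Ncam1* encode the surface markers used in the FACS readout. *Cd24a* had 530 ± 94.0 CPM in WT, 240 ± 50.2 in *Mbd3* KO, 487 ± 52.0 with MBD3a and 641 ± 50.3 with MBD3ΔMBD (SD, n = 3). Its log2 fold change was -1.14 in *Mbd3* KO (adjusted p = 2.5e-05, edgeR), while the changes of -0.12 with MBD3a and 0.28 with MBD3ΔMBD had adjusted p-values of 1 and 0.79 in the same edgeR test. *Ncam1*, which a gene model overlaps on the opposite strand, had a log2 fold change of -3.00 in *Mbd3* KO (adjusted p = 1.92e-05, edgeR). With MBD3a and MBD3ΔMBD its changes of -0.09 and 0.32 were not called.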

In accordance with the results above, these changes were completely reverted upon reintroduction of the wild type MBD3a or MBD3ΔMBD proteins, indicating a full rescue of the *Mbd3* KO phenotype, irrespective of MBD domain presence (Fig. 2e, f).

### MBD2 isoforms vary in their ability to rescue the *Mbd3* KO differentiation block

Following these results, we aimed to analyze how MBD2 isoforms and variants impact NuRD function (Fig. 2a). As initially shown, expression of the MBD2b isoform in *Mbd3* KO ESCs fully rescued the differentiation block to levels observed in WT cells or *Mbd3* KO cells rescued with MBD3a (Fig. 1b). This was further confirmed by FACS in NPCs (Fig. 3a). This shorter MBD2b isoform, lacks an N-terminal stretch, containing a repetitive glycine-arginine (GR) -rich region that is present in the longer MBD2a isoform^27^. To our surprise, expression of the full-length isoform MBD2a could not rescue the defective lineage commitment of *Mbd3* KO ESC. In this case, we only observed a small increase in CD24^+^CD56^+^ NPC cell numbers upon MBD2a expression in the *Mbd3* KO cells (Fig. 3a). This difference between MBD2a and MBD2b is not due to lower expression of MBD2a, since we observe similar levels to MBD3 and MBD2b expression (Supplementary Fig. 4a, b). In addition, no rescue was observed when introducing the truncated isoform MBD2t that lacks a C-terminal coiled coil (CC) domain required for interactions with the GATAD2:CHD module of the NuRD complex^23,24^ (Fig. 3a), suggesting that the full rescue observed for MBD2b requires interactions with the NuRD complex. Despite the low number of CD24^+^ and CD24^+^CD56^+^ double-positive neuronal progenitors in the MBD2a-expressing *Mbd3* KO ESCs, the few surviving cells were able to generate terminal neurons (Fig. 3b). This was in stark contrast to the absence of neurons in *Mbd3* KO or MBD2t-expressing *Mbd3* KO cells (Fig. 3c). Therefore, expression of MBD2a, but not MBD2t, leads to a partial rescue of the neuronal differentiation block of *Mbd3* KO ESCs, indicating that MBD2 isoforms vary in their potential to rescue the lack of MBD3.

**Fig. 3:**
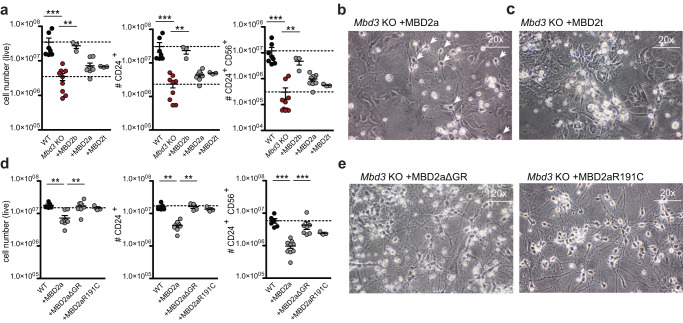
Full-length MBD2a partially rescues the differentiation block in *Mbd3* KO ESCs. **a** Flow cytometry analysis indicating the number of live cells (left, WT to *Mbd3* KO p = 0.0003, *Mbd3* KO to +MBD2b p = 0.0091), CD24+ (middle, WT to *Mbd3* KO p = 0.0002, *Mbd3* KO to +MBD2b p = 0.0091), and CD24 + CD56+ (right, WT to *Mbd3* KO p = 0.0001, *Mbd3* KO to +MBD2b p = 0.0070) NPCs at day8 of neuronal differentiation of WT, *Mbd3* KO, or *Mbd3* KO stably expressing MBD2b, MBD2a or MBD2t. Each data point represents individual cell lines. For each cell line 3 independent clones were analyzed (biological replicates), except for MBD2t, where three technical replicates of one clone were analyzed. Error bars represent mean +/− SD. p values were calculated using an unpaired, two-tailed t test (Mann-Whitney). Source data is provided as a Source Data file. Microscopy images of in vitro derived neurons from *Mbd3* KO stably expressing MBD2a (**b**) or MBD2t (**c**) at 20× magnification. Similar results were obtained from 3-5 independent replicates. **d** Flow cytometry analysis indicating the number of live cells (left, WT to +MBD2a p = 0.0016, +MBD2a to +MBDaΔGR p = 0.0012), CD24+ (middle, WT to +MBD2a p = 0.0011, +MBD2a to +MBDaΔGR p = 0.0040), and CD24 + CD56+ (right, WT to +MBD2a p = 0.0004, +MBD2a to +MBDaΔGR p = 0.0002) NPCs at day8 of neuronal differentiation of WT or *Mbd3* KO stably expressing MBD2a, MBD2aΔGR or MBD2aR191C. Each data point represents individual cell lines. For each cell line 3 independent clones were analyzed, n = 2 biological replicates. Error bars represent mean +/− SD. p values were calculated using an unpaired, two-tailed t test (Mann-Whitney). Source data is provided as a Source Data file. **e** Microscopy images of in vitro derived neurons from *Mbd3* KO stably expressing MBD2aΔGR or MBD2aR191C at 20× magnification. Similar results were obtained from 3-5 independent replicates.

### MBD2 MBD domain and repetitive GR stretch serve non-redundant functions

Since the individual MBD2 isoforms vary in their ability to rescue the neuronal differentiation block in *Mbd3* KO ESCs, we wanted to explore the contribution of the different MBD2 domains and their impact on NuRD complex function during neuronal differentiation. MBD2a and MBD2b vary in their N-terminal region. To test if the N-terminal region has an impact on MBD2-NuRD function we introduced an engineered MBD2a variant that only lacks the GR stretch (deletion of 33 AA) (MBD2aΔGR) but retaining the remaining N-terminal part of the protein. Similar to MBD2b, heterologous expression of MBD2aΔGR in *Mbd3* KO ESCs fully restored the neuronal differentiation capacity (Fig. 3d, e). Next, we assessed if the mCpG sensitivity of MBD2 contributes to the partial redundancy. The mCpG binding preference distinguishes the MBD domains of MBD2 and MBD3. To test the impact of mCpG sensitivity of MBD2 in NuRD function, we introduced a mutation in the MBD domain (R191C), which is known to abrogate the MBD domain affinity towards methylated DNA^36^. Expression of MBD2a R191C in MBD3 KO cells rescued the neuronal differentiation block to similar levels observed in WT cells, MBD2aΔGR, and MBD2b add-backs (Fig. 3d, e).

These results were further supported by gene expression analysis in neuronal progenitors. 

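In the same RNA-seq libraries, reads on *Mbd2* (chromosome 18, 70727843 to 70785785, mm9) come from the endogenous gene and, where its sequence can be counted there, from the construct. WT NPCs had 45.0 ± 4.93 CPM on *Mbd2* and *Mbd3* KO NPCs 66.8 ± 3.56 CPM (SD, n = 3). With MBD2aΔGR the level was 477 ± 211 CPM, with MBD2aR191C 278 ± 41.1 CPM and with MBD2t 344 ± 10.9 CPM (SD, n = 3). The log2 fold changes of these lines against WT were 3.41, 2.63 and 2.93 (adjusted p = 9.96e-08, 5.16e-06 and 2.15e-08 from edgeR's quasi-likelihood test).
NPCs of the MBD2a line had 80.2 ± 11.4 CPM on *Mbd2* (SD, n = 3), a log2 fold change of 0.83 against WT (adjusted p = 0.00281, edgeR). Against *Mbd3* KO, the change was 0.26 and was not called (standard error 0.21, adjusted p = 0.508, edgeR); 2 of the MBD2a libraries, with 87.2 and 86.3 CPM, lay above the *Mbd3* KO libraries at 64.3 to 70.9 CPM, and 1, with 67.0 CPM, lay among them. Against MBD2aR191C, *Mbd2* reads in MBD2a had a log2 fold change of -1.79 (standard error 0.215, adjusted p = 5.01e-06, edgeR). The 3 MBD2aΔGR libraries differed from each other more than those of any other line, with 280, 451 and 700 CPM.

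**Figure D1:**
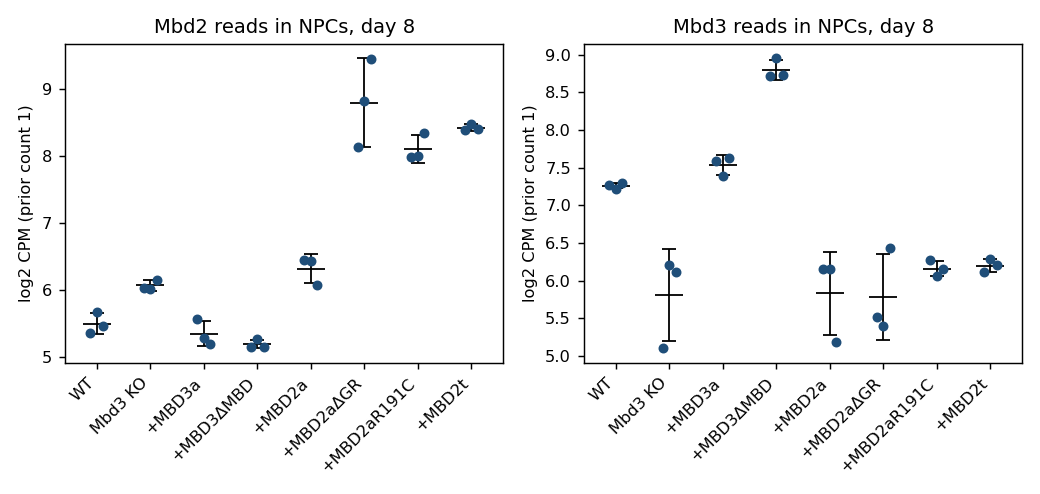
Reads on *Mbd2* (left) and *Mbd3* (right) in each library, as log2 CPM with a prior count of 1; points are libraries, horizontal lines the mean and bars the SD of 3 libraries. The libraries with MBD2aΔGR, MBD2aR191C and MBD2t lie above all WT and *Mbd3* KO libraries for *Mbd2*, and the libraries with MBD2a lie between 6.07 and 6.45 against 6.01 to 6.15 in *Mbd3* KO.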

Similar to the re-expression of MBD3 proteins, *Mbd3* KO NPCs expressing MBD2aΔGR and MBD2aR191C show no to neglectable gene expression changes (0 up / 0 down, 1up / 2 down-regulated genes, respectively) (Fig. 4a, b). In contrast, cells expressing MBD2a had a high degree of deregulated genes (859 up / 1008 down), and MBD2t (2079 up / 1578 down) (Fig. 4c, d), in line with partial or full failure to rescue differentiation, respectively. 

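In NPCs expressing MBD2aR191C, 3 genes were called changed against WT, 1 higher and 2 lower, and 655 genes had an unadjusted p-value under 0.05. The gene called higher was *Mbd2* itself. *Eif2s3y* and *Uty*, both on the Y chromosome, fell by 5.20 and 4.46 on the log2 scale (adjusted p = 0.0315 and 0.0156, edgeR). The 3 MBD2aR191C libraries did not overlap the WT libraries for 6.56% of the genes tested, where chance gives 10%. With each of the 6 libraries left out in turn, between 1 and 10 genes were called, and 15 genes were called with DESeq2. A fit without the MBD2t libraries called 1.
In NPCs expressing MBD2aΔGR, 856 genes were called changed against WT, 446 higher and 410 lower. The libraries of the groups did not overlap for 18.8% of all genes tested, where chance gives 10%. Among the genes called, which were selected on these libraries, it was 77.6%. The number of genes called depended strongly on the setting, since a fit of only the MBD2aΔGR and WT libraries called 13 genes, 1 higher and 12 lower. It depended on the libraries as well: without the MBD2aΔGR libraries s16, s17 and s18 of the deposited table, 1914, 836 and 121 genes were called, and without the WT libraries s01, s02 and s03, 182, 252 and 1121.
The largest rise by the naming rule was that of *Srgn* (chromosome 10, 61956581 to 61990199), with 267, 227 and 18582 reads in the MBD2aΔGR libraries and 6, 35 and 150 in WT. Its log2 fold change of 6.76 therefore rests mostly on s18. *Pga5*, *Cubn*, *Fgb* and *Tdh* followed with 6.52, 5.28, 4.95 and 4.77, and s18 had the most reads for each of them. *Cubn* and *Tdh* overlap a gene on the opposite strand. The largest fall by the rule was that of *Col1a1* (chromosome 11, 94797538 to 94814356), by 5.01 on the log2 scale, with 31, 59 and 24 reads against 2301, 1244 and 511 in WT. *Mfap2*, *Serpinb9g*, *Ddr2* and *Acta2* followed with falls of 4.90, 4.65, 4.63 and 4.56, and all 3 MBD2aΔGR libraries lay below every WT library for these 5 genes, as the rule requires. *Col1a1* and *Ddr2* overlap a gene model on the opposite strand. A hand-written list of fibroblast genes had means of -2.59 to -1.88 in the MBD2aΔGR libraries, relative to WT. In WT they were -0.63 to 0.49 and in MBD2a -1.60 to -1.01. A different share of fibroblast cells is therefore not ruled out for the falls in MBD2aΔGR.
Of the 856 genes, 467 were also called in *Mbd3* KO against WT and changed in the same direction there, and 48 were called in the opposite direction. These 467 genes make up 8.33% of the genes changed in *Mbd3* KO.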

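In the NPC libraries labelled MBD2a, where *Mbd2* was not called against *Mbd3* KO (log2 fold change 0.26, adjusted p = 0.508, edgeR), 5077 genes were called changed against WT, 2797 higher and 2280 lower. In NPCs of the MBD2t line there were 5531, of which 3026 were higher and 2505 lower. The libraries of MBD2a and WT did not overlap for 56.0% of all genes tested, and those of MBD2t and WT for 69.2%, where chance gives 10%. Among the genes called, which were selected on these libraries, it was 92.9% and 98.7%. The small spread within MBD2t is that of repeats of a single clone. With each library left out in turn, between 4351 and 5433 genes were called for MBD2a and between 5064 and 5820 for MBD2t. With glmTreat the counts were 2742 and 3474.
Among the genes called in MBD2a, 4240 (83.5%) were also called in *Mbd3* KO in the same direction and 13 in the opposite direction. Among those called in MBD2t, 5036 (91.1%) were shared with *Mbd3* KO and none was opposite. All of these comparisons use the same WT libraries, which by itself makes calls coincide.
By the same naming rule, genes of the largest rise included *Sohlh1* in both lines, with a log2 fold change of 4.51 in MBD2a (standard error 0.40, adjusted p = 3.35e-07, edgeR) and 8.02 in MBD2t (standard error 0.407, adjusted p = 1.37e-10, edgeR). *Fga* rose by 5.26 in MBD2a and 6.24 in MBD2t. The largest fall in MBD2a was that of *Vxn* (-7.84), followed by *Fabp7* (-7.18) and *Sparcl1* (-6.91), and *Vxn* was also the largest in MBD2t (-7.36). *Vxn* and *Sparcl1* overlap genes on the opposite strand.
A direct comparison of MBD2a with the MBD2a variants called 3080 genes against MBD2aΔGR (1750 higher and 1330 lower in MBD2a) and 4525 genes against MBD2aR191C (2509 higher and 2016 lower). The first of these numbers fell to 1694 when only the MBD2a and MBD2aΔGR libraries were fitted.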

Comparing the global gene expression profiles by multidimensional scaling further indicates similarities in gene expression between wild-type NPCs and *Mbd3* KO NPCs expressing MBD3a, MBD3ΔMBD, MBD2aΔGR, and MBD2aR191C (Fig. 4e, Supplementary Fig. 5a, b). 

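Multidimensional scaling was computed with plotMDS on the 500 genes that differ most between each pair of libraries. The first dimension held 61.1% of the variance and the second 12.5%. On the first dimension WT libraries lay at -1.73 ± 0.833 and *Mbd3* KO libraries at 2.92 ± 0.607 (SD, n = 3). MBD3a lay at -1.72 ± 0.535, MBD3ΔMBD at -2.17 ± 0.37, MBD2aR191C at -1.41 ± 0.945 and MBD2aΔGR at -0.695 ± 1.16 (SD, n = 3). The distances of these 4 lines from WT are within the SD of the WT libraries for MBD3a, MBD3ΔMBD and MBD2aR191C, and larger than it for MBD2aΔGR. On the second dimension the MBD2aΔGR libraries lay between -2.59 and -1.21, apart from the WT libraries at -0.38 to 0.81.
As a percentage of the distance from the WT mean to the *Mbd3* KO mean on the first dimension, MBD3a lay at 0.0607%, MBD3ΔMBD at -9.50%, MBD2aR191C at 6.89% and MBD2aΔGR at 22.2%. The alternative that moved these values most, a common selection of genes for all pairs, placed MBD2aΔGR at 16.8%.
Spearman correlations across the genes tested, which describe pairs of libraries and are not a test, had a median of 0.976 between WT libraries and 0.884 between WT and *Mbd3* KO. The median with WT was 0.991 for MBD3a, 0.99 for MBD3ΔMBD, 0.984 for MBD2aR191C and 0.978 for MBD2aΔGR. Single pairs of a WT and a MBD2aΔGR library ranged from 0.912 to 0.99.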

The cluster of these cell lines is separated from *Mbd3* KO expressing MBD2t that show a full differentiation block, while the *Mbd3* KO cells expressing MBD2a form an out-group that is nearer to cell lines failing to fully differentiate (Fig. 4e, Supplementary Fig. 5a, b). 

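On the first dimension of the scaling plot, MBD2t lay at 97.5% and MBD2a at 79.8% of the distance from WT to *Mbd3* KO. On the second dimension, MBD2a libraries lay between -1.36 and -0.82 and *Mbd3* KO libraries between 0.35 and 1.22, without overlap. The median Spearman correlation across genes was 0.99 between MBD2t and *Mbd3* KO and 0.972 between MBD2a and *Mbd3* KO, and fell to 0.89 and 0.902 with WT.
A position along the *Mbd3* KO response was computed for each library as the mean log2 CPM of the genes higher in *Mbd3* KO minus that of the genes lower in it, scaled to 0% at the WT mean and 100% at the *Mbd3* KO mean. WT libraries had an SD of 15.3 and *Mbd3* KO libraries of 10.3 percentage points. MBD2t lay at 96.8% ± 2.1 and MBD2a at 81.5% ± 14.4 (SD, n = 3). The 3 MBD2a libraries were at 72.4%, 74.1% and 98.1%. Over only the genes higher in *Mbd3* KO, MBD2a lay at 71.8% ± 15.6, and over only the genes lower in it at 91.8% ± 13.1 (SD, n = 3), where the *Mbd3* KO libraries had an SD of 1.75 and 19.4 percentage points. MBD3a lay at 2.73% ± 8.96, MBD3ΔMBD at -7.59% ± 5.93, MBD2aR191C at 7.48% ± 19.8 and MBD2aΔGR at 23.0% ± 20.9 (SD, n = 3). The MBD2aΔGR libraries were spread over 2.16%, 23.0% and 43.9%, and those of MBD2aR191C over -10.5%, 4.21% and 28.8%.
Exact two-sided permutation tests of 3 libraries against 3 cannot go below p = 0.1, which was reached by MBD2a and MBD2t against WT. Against *Mbd3* KO, the exact permutation p was 0.3 for MBD2a and 1 for MBD2t, and 0.1 for each of the other 4 lines. Against WT it was 0.2 for MBD2aΔGR, 0.6 for MBD2aR191C, 0.7 for MBD3ΔMBD and 0.9 for MBD3a. After Benjamini-Hochberg adjustment over the 12 exact tests, the lowest value was 0.2. Over the alternatives, the position of MBD2a stayed between 78.3% and 83.9%, while that of MBD2aR191C moved most, from 1.44% without the WT library s01 to 16.2% without s03. These alternatives left out WT and *Mbd3* KO libraries and no library of a rescue line. MBD2aΔGR moved from 16.2% to 30.4% with the same 2 libraries left out.
Tested gene by gene, MBD2a and *Mbd3* KO differed in 871 genes, 142 higher and 729 lower in MBD2a, of which 638 were also changed between *Mbd3* KO and WT. In 601 of these 638 genes the difference went against the *Mbd3* KO change. Both comparisons use the *Mbd3* KO libraries with opposite sign, which by itself favours opposite directions. MBD2t and *Mbd3* KO differed in 4 genes, with 571 genes at an unadjusted p-value under 0.05. *Mbd2* was higher in MBD2t by a log2 fold change of 2.36, and *Psg17*, a member of a multigene family with at most 15 reads in any library, *Vgf* and *Cyp24a1* were lower (log2 fold changes of -2.73, -1.33 and -1.16).
From the scaling plot, the paper reasons that MBD3a, MBD3ΔMBD, MBD2aΔGR and MBD2aR191C resemble WT NPCs, that MBD2t is separated from them, and that MBD2a stands apart and closer to the lines that fail.

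**Figure D2:**
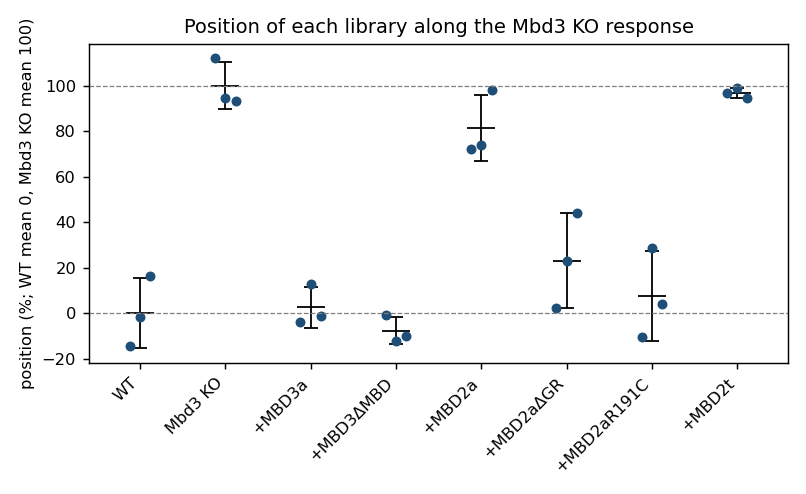
Position of each of the 24 libraries along the *Mbd3* KO response in percent, with the WT mean at 0 and the *Mbd3* KO mean at 100; points are libraries, horizontal lines the mean and bars the SD of 3 libraries. The MBD2t libraries lie between 94.7% and 98.9% and the MBD2a libraries between 72.4% and 98.1%, while the libraries of the other 4 rescue lines lie at or below 43.9%.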

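The expression of 20 marker genes shown in Supplementary Fig. 5c, 9 of pluripotency and 11 of neurons, was compared between each line and WT. The extracted labels of that panel list 2 columns each for MBD2aΔGR, MBD2aR191C and MBD3ΔMBD and do not identify them, so all 3 libraries of each line are used here. In *Mbd3* KO, all 9 pluripotency genes were called higher and all 11 neuronal genes lower. The number of genes called in these directions was 18 for MBD2a, 19 for MBD2t, 2 for MBD2aΔGR and 0 for MBD3a, MBD3ΔMBD and MBD2aR191C. With the adjustment made over the 20 genes alone, it was 20 for *Mbd3* KO, 19 for MBD2a and for MBD2t, 2 for MBD2aΔGR and 0 for the other 3 lines.
*Neurog1* (chromosome 13, 56351866 to 56353524) had 134 ± 38.5 CPM in WT, 1.61 ± 0.51 in *Mbd3* KO, 4.71 ± 4.93 with MBD2a and 1.99 ± 0.329 with MBD2t (SD, n = 3). It reached 118 ± 22.3 CPM with MBD3a, 115 ± 8.66 with MBD3ΔMBD, 81.1 ± 31.8 with MBD2aΔGR and 102 ± 32.5 with MBD2aR191C (SD, n = 3). The log2 fold change against WT was -4.84 for MBD2a (standard error 0.526, adjusted p = 1.59e-06, edgeR) and -6.07 for MBD2t (standard error 0.564, adjusted p = 1.52e-07, edgeR). *Neurod4* fell by 4.86 with MBD2a and by 6.90 with MBD2t (adjusted p = 1.11e-06 and 6.42e-08, edgeR).
*Pax6* (chromosome 2, 105509053 to 105543317, overlapped by *Elp4* on the opposite strand) had 169 ± 27.6 CPM in WT, 9.96 ± 5.66 in *Mbd3* KO, 42.5 ± 28.2 with MBD2a and 18.2 ± 1.86 with MBD2t (SD, n = 3). In the other 4 lines its mean lay between 111 and 156 CPM. Compared directly, MBD2a was higher than *Mbd3* KO for *Pax6* and *Neurod4* (log2 fold changes of 2.08 and 2.71, adjusted p = 0.00648 and 0.0358, edgeR). Of the other 9 neuronal genes, *Neurog2* was higher by 2.24 and *Rbfox3* lower by 2.31 (adjusted p = 0.034 and 0.0181, edgeR), and *Neurog1*, with 1.51 (adjusted p = 0.107, edgeR), was not called. For *Pax6*, *Neurod4* and *Neurog2* the lowest MBD2a library lay within the range of *Mbd3* KO. These lowest levels were 9.99, 0.204 and 0.382 CPM, against 3.516 to 14.15, 0.143 to 0.310 and 0.343 to 0.476 CPM in *Mbd3* KO. The *Neurod4* difference was no longer past the threshold in 8 of the 20 alternatives and that of *Pax6* in 2.
*Pou5f1* (chromosome 17, 35642982 to 35647721) had 17.0 ± 18.8 CPM in WT and 109 ± 61.7 in *Mbd3* KO, 102 ± 25.8 with MBD2a and 109 ± 11.1 with MBD2t (SD, n = 3). The log2 fold change in *Mbd3* KO was 2.67 (standard error 0.781, adjusted p = 0.00645, edgeR). *Klf4* (chromosome 4, 55540013 to 55545347) rose from 7.59 ± 1.6 CPM in WT to 43.3 ± 1.82 in *Mbd3* KO, 42.7 ± 19.6 with MBD2a and 42.3 ± 2.39 with MBD2t (SD, n = 3). It was also called higher in MBD2aΔGR (log2 fold change 2.98, adjusted p = 0.0165, edgeR), where the libraries had 429, 470 and 5506 reads, the last in s18.
*Nanog* (chromosome 6, 122657507 to 122664651) varied within groups: its log2 CPM was -0.27, 1.75 and 4.94 in the WT libraries and 0.54, 5.88 and 4.36 in those of MBD2aR191C. Its log2 fold changes of 3.04 in *Mbd3* KO, 2.73 in MBD2a and 3.15 in MBD2t had adjusted p-values of 0.0288, 0.0488 and 0.0247 (edgeR). Over the alternatives, the call of *Nanog* was lost in 5 of 20 for *Mbd3* KO, in 9 of 20 for MBD2a and in 3 of 19 for MBD2t.

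**Figure D3:**
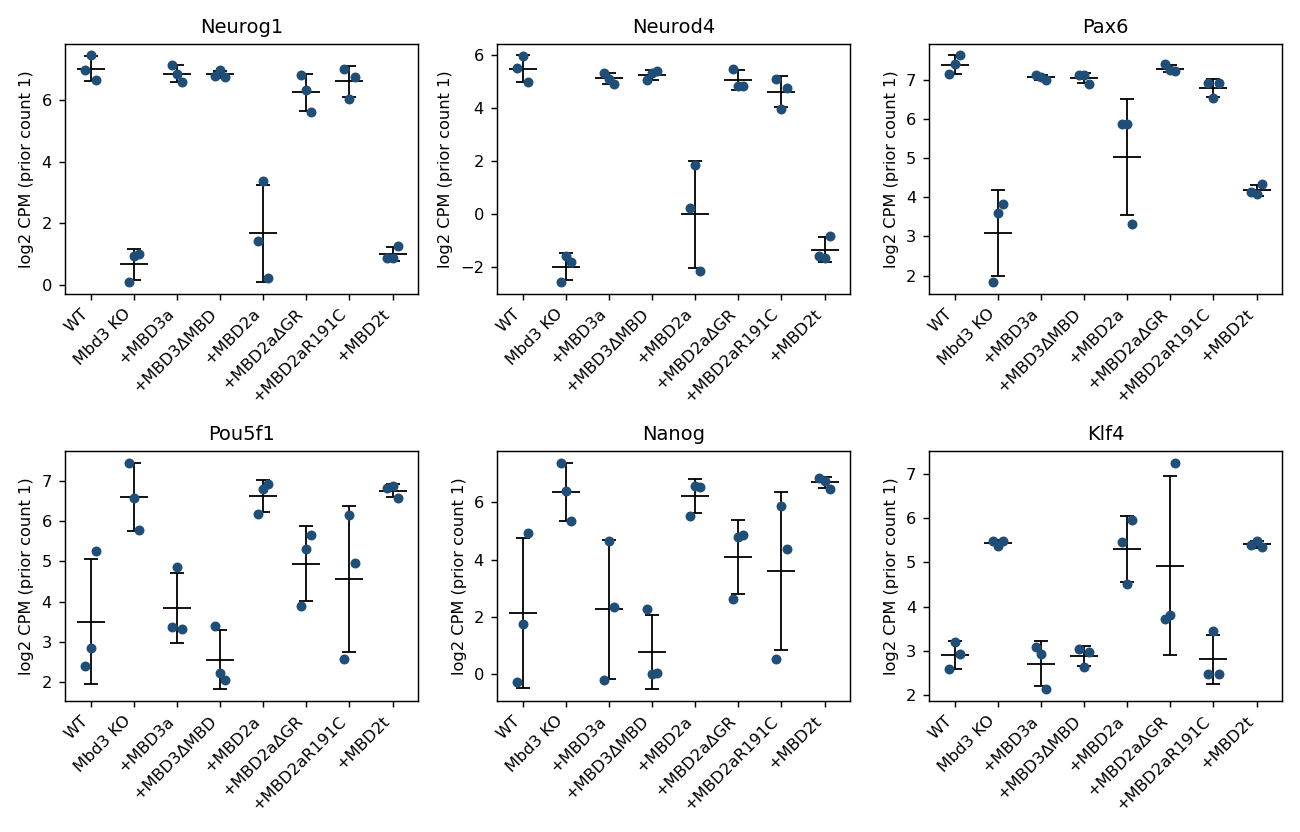
log2 CPM with a prior count of 1 for *Neurog1*, *Neurod4* and *Pax6* (top) and *Pou5f1*, *Nanog* and *Klf4* (bottom) in each library; points are libraries, horizontal lines the mean and bars the SD of 3 libraries. For *Neurog1* the *Mbd3* KO, MBD2a and MBD2t libraries lie at or below 3.37 and all others at or above 5.63, whereas for *Nanog* the WT libraries alone range from -0.27 to 4.94.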

Focusing on the relevant lineage markers, we observe that cell lines expressing MBD3, MBD3ΔMBD, MBD2aΔGR, MBD2aR191C are able to up-regulate neuronal markers like *Neurog1*, *Neurod4*, and *Pax6* whereas *Mbd3* KO lines that express MBD2a or MBD2t maintain a pluripotent signature with high expression of embryonic stem cell-specific genes like *Pou5f1* (Oct4), *Nanog* and *Klf4*, similar to *Mbd3* KO cells (Supplementary Fig. 5c). Furthermore, by comparing genes differentially expressed in *Mbd3* KO and *Mbd3* KO expressing MBD2a we observe a similar trend in gene expression changes with GO terms “neuronal differentiation” enriched among downregulated genes and “immune response” enriched among upregulated genes (Supplementary Fig. 6a, b). 

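In NPCs of the MBD2a line, 57 of the 61 genes of the neuronal differentiation list were lower than in WT, with a median log2 fold change of -3.88 (adjusted p = 4.58e-22, camera in limma). The Reactome set Neuronal System had a median log2 fold change of -0.47, with 147 of 229 genes lower (adjusted p = 0.00396, camera in limma). Of the 60 interferon and innate immune genes, 58 were higher and 47 were called, with a median log2 fold change of 2.08 (adjusted p = 1.07e-11, camera in limma). Interferon Signaling rose by a median of 0.95 on the log2 scale over 111 genes (adjusted p = 9.77e-06, camera in limma). Innate Immune System had a median log2 fold change of 0.09 and an adjusted p-value of 0.12 with camera, and changed call with fgsea over all tested genes (adjusted p = 0.00224).
The same lists were compared between MBD2a and *Mbd3* KO. The interferon and innate immune list was lower in MBD2a by a median log2 fold change of -0.67, with 55 of 60 genes lower (adjusted p = 3.01e-11, camera in limma). The neuronal differentiation list was higher in MBD2a by a median of 0.33, with 43 of 61 genes higher (adjusted p = 0.00928, camera in limma). Relative to WT, its mean was -3.24, -2.83 and -4.28 in the MBD2a libraries and -4.62, -3.43 and -3.22 in those of *Mbd3* KO. The lines thus overlap, which camera with its fixed inter-gene correlation does not take in.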

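ISMARA was not rerun here. Across the 5609 genes changed between *Mbd3* KO and WT, the log2 fold changes of MBD2a against WT had a slope of 0.81 on those of *Mbd3* KO against WT and a Spearman correlation of 0.918. These are descriptions across genes, which are not independent replicates. In 98.0% of the genes the direction was the same, and in 70.3% the direction was the same and the change was smaller with MBD2a. The slopes of the 3 MBD2a libraries were 0.698, 0.715 and 0.97. The slope for MBD2t was 0.969 on the same genes.
Both comparisons share the WT libraries, and the genes were chosen by their change in *Mbd3* KO, which by itself lowers the slope. With separate WT libraries for the 2 comparisons, the 6 possible divisions gave slopes from 0.573 to 1.04, so the slope was above 1 in 1 division and below it in 5. The genes changed in either comparison gave a slope of 0.825.
The RNA levels of the genes that encode the transcription factors of Supplementary Fig. 6c are not their activities. Of the 13 genes, *Irf7* (chromosome 7, 148448605 to 148452380) rose by a log2 fold change of 5.33 in *Mbd3* KO (standard error 0.705, adjusted p = 3.36e-06, edgeR) and 3.28 in MBD2a (standard error 0.764, adjusted p = 0.00123, edgeR). The MBD2a libraries had 15, 43 and 345 reads on it, and *Phrf1* overlaps it on the opposite strand. Compared directly, *Irf7* was lower in MBD2a than in *Mbd3* KO by a log2 fold change of -2.05 (adjusted p = 0.0155, edgeR), a call lost in 8 of the 20 alternatives. *Irf8* was lower by -1.75 (adjusted p = 0.00088, edgeR) and *Myog* by -3.98 (adjusted p = 5.22e-05, edgeR), the latter with at most 43 reads in any library. Against WT, *Irf8* was not called in *Mbd3* KO (log2 fold change 0.62, adjusted p = 0.0644, edgeR). In MBD2a it was called lower than WT (-1.13, adjusted p = 0.0036, edgeR), so its larger change was in MBD2a. *Myog* lies on the part of chromosome 1 whose genes were lower in the *Mbd3* KO library s04 and the MBD2a library s15. *Irf1*, *Irf9* and *Rest* were called higher than WT in both lines, and *Irf2*, *Zeb1*, *Ebf1* and *Tcf12* lower in both, and none of these 7 genes was called between the lines. *Snai1* and *Esr2* were called higher than WT in *Mbd3* KO and not in MBD2a, and *Snai2* in neither. None of them was called between the lines. *Irf9* shares a strand and position with *Rnf31*, *Irf1* overlaps a gene model on the opposite strand, and *Ebf1* is annotated as a second overlapping gene on its own strand, so their reads are uncertain.

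**Figure D4:**
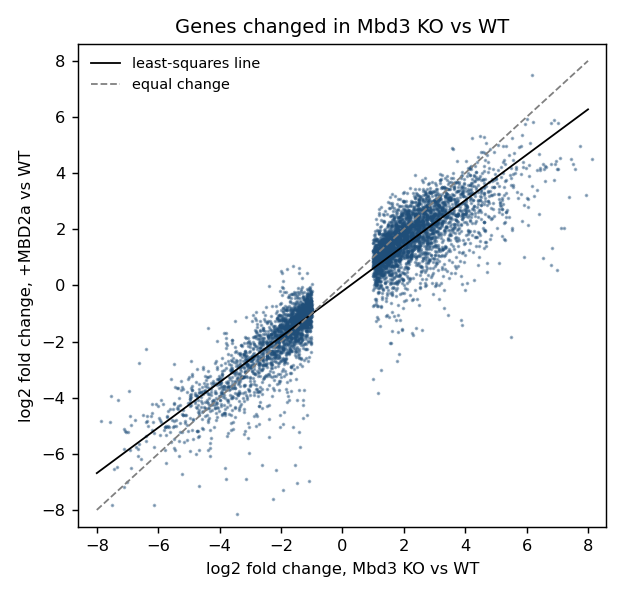
Log2 fold changes against WT of the 5609 genes changed in *Mbd3* KO, with *Mbd3* KO on the horizontal axis and MBD2a on the vertical axis; each point is a gene. The least-squares line has a slope of 0.81 and the dashed line marks equal change.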

Transcription factor response analysis using ISMARA^37^ reveals that both datasets share co-regulated TF targets, but with *Mbd3* KO showing a stronger response compared to *Mbd3* KO + MBD2a (Supplementary Fig. 6c).

**Fig. 4:**
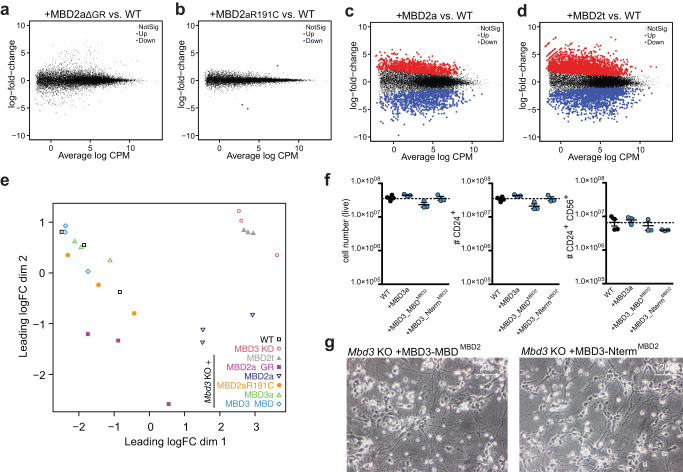
The MBD domain and GR repeat of MBD2 serve non-redundant functions during neuronal differentiation. **a–d** MA-plots showing differential gene expression between *Mbd3* KO+MBD2aΔGR vs. WT NPC (**a**), *Mbd3* KO + MBD2aR191C vs WT NPCs (**b**), *Mbd3* KO + MBD2a vs WT NPCs (**c**), *Mbd3* KO + MBD2t vs WT NPCs (**d**). Red and blue dots indicate genes with significant changes in gene expression (edgeR, log2FC > 1 | < −1 and adjusted p-value < 0.05). **e** Multi-dimensional scaling (MDS) plot indicates the degree of similarity for all RNA-seq datasets obtained from NPCs at day8. Each point represents an individually derived clone except for *Mbd3* KO + MBD2t, where triplicates of one clone were analyzed. **f** Flow cytometry analysis indicating (from left to right) the number of live cells, CD24+, and CD24 + CD56+ NPCs at day 8 of neuronal differentiation of WT or *Mbd3* KO stably expressing MBD3a, MBD3_MBD^MBD2^, or MBD3_Nterm^MBD2^. Each data point represents individual cell lines. For each cell line 3 independent clones were analyzed, n = 1 biological replicate. Source data is provided as a Source Data file. **g** Microscopy images of in vitro derived neurons from *Mbd3* KO stably expressing MBD3_MBD^MBD2^, or MBD3_Nterm^MBD2^at 20x magnification. Similar results were obtained from 3 independent replicates.

### MBD2 MBD domain or GR stretch alone have no influence on NuRD complex activity

Following these observations, we wanted to explore the mechanism underlying the differential rescue efficiency by the MBD2 variant proteins. Since we initially performed all experiments in an *Mbd2* wild-type background, we first wanted to exclude the possibility of the endogenous MBD2 expression potentially interfering with our measurements. Therefore, we generated a *Mbd2*, *Mbd3* double-KO (DKO) line by targeting exons 2 and 3 of *Mbd3* in a validated *Mbd2* KO ESC line cell (Supplementary Fig. 7a). We next used this DKO cell line to add-back different MBD2 variant proteins and repeated the neuronal differentiation experiments previously performed in *Mbd3* KO cells. We obtained identical results, where we observed that the full-length MBD2a results in partial differentiation rescue, while MBD2aΔGR and MBD2aR191C fully rescue the differentiation block, suggesting that endogenous MBD2 expression did not influence our readout (Supplementary Fig. 7b, c).

The results obtained so far indicate a role for the MBD domain and GR stretch of MBD2 in diversifying NuRD complex function in absence of MBD3. The GR stretch was previously shown to influence mCpG-binding capacity of the MBD domain^11,26^. In line with the lack of redundancy we observed in our rescue experiments, this suggests that both protein parts could act synergistically. To further test this hypothesis, we generated chimeric MBD3 proteins where we replaced either the MBD domain with that of MBD2 (MBD3_MBD^MBD2^), or fused the N-terminal part of MBD2 containing the GR stretch (MBD3_Nterm^MBD2^). The MBD3 KO cell lines expressing MBD3_MBD^MBD2^ or MBD3_Nterm^MBD2^ differentiated normally towards the neuronal lineage, resulting in comparable numbers of live cells and CD24^+^ / CD56^+^ double-positive cells to those observed in WT or to cells rescued with wild type MBD3a (Fig. 4f, g). These results indicate that the methyl-CpG-binding MBD^MBD2^ domain or the MBD2 GR stretch alone, do not influence NuRD complex activity during neuronal differentiation, pointing to a synergy between these two MBD2 parts in the diversification of NuRD complex function.

### Differential nuclear localization of MBD2a- and MBD3a-NuRD complexes

Finally, we investigated if the presence of methyl-CpG-binding domain and GR stretch in MBD2a could influence the NuRD complex composition, in comparison to MBD3. Based on co-immunoprecipitation of biotin-tagged MBD2 and MBD3 versions, followed by antibody detection of core NuRD complex members, we did not observe a strong difference in NuRD complex composition for all tested MBD2 variants, with the exception of MBD2t (Supplementary Fig. 8a). To obtain a more comprehensive and quantitative view on complex stoichiometry, we performed biotin co-immunoprecipitations in *Mbd3* KO ES cells expressing either biotin-tagged MBD2a or MBD3a and identified known NuRD complex members using label-free mass spectrometry (Supplementary Fig. 8b, c). We then calculated the intensity-based absolute quantification (iBAQ) values of the most predominant and statistically significant MBD-interacting proteins in both cell lines, which can be used to estimate the relative abundance. While we observe very similar complex composition between MBD2a-NuRD and MBD3a-NuRD, peptides shared between SALL1-4 proteins show a preferred interaction with the MBD2a-NuRD complex (Fig. 5a).

**Fig. 5:**
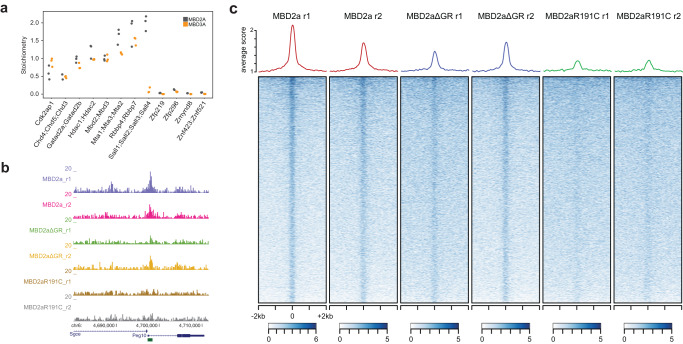
Impact of GR and MBD mutations on MBD2a localization. **a** Stoichiometry determination of NuRD complex members of MS biotin-Co IPs in *Mbd3* KO ESCs stably expressing MBD2a (gray) or MBD3a (orange). The iBAQ value of each protein group is divided by the iBAQ value of MBD2 or MBD3, respectively, then graphed with MBD2/3 set to 1. Proteins with shared peptides are collapsed. n = 3 independent pull-downs. Source data is provided as a Source Data file. **b** MBD2 variant localization to an example chromosomal region. Shown is the enrichment for all MBD2a, MBD2aΔGR, and MBD2R191C proteins at the *Peg10* promoter, which harbors a methylated CpG island (marked as a green bar below the gene profile). MBD protein enrichment is calculated as library-normalized number of tags per 100 bp and two replicates are shown. **c** Heatmaps showing library-normalized ChIP-seq counts in 40 bp windows covering 2 kb upstream and downstream of methylated CpG islands. Average density profiles are indicated on top.

SALL4 is an AT-rich DNA binding protein, which is localized to satellite DNA in ESCs^38^. Therefore, we speculated that this difference in NuRD complex composition could indicate differential localization of MBD2a-NuRD and MBD3a-NuRD complexes to methylated pericentromeric satellite repeats. ChIP-seq analysis of genome-wide MBD2a binding indeed indicates a strong affinity for methylated sites in the genome (Fig. 5b, c and Supplementary Fig. 9). This binding preference is strongly reduced for the MBD mutant MBD2aR191C, as previously described^24^, while binding analysis of MBD2aΔGR indicates an intermediate decrease in binding to methylated DNA (Fig. 5b, c and Supplementary Fig. 9). Due to the repetitiveness of satellite repeats, reliable quantitative comparisons between MBD2a, MBD2aΔGR, and MBD2aR191C could not be obtained at these sites. Therefore, we relied on immunofluorescence detection in wild-type, and DKO cells expressing either MBD2a or MBD3a (Fig. 6a–c). These experiments indicate a difference in localization of the MBD2a, MBD3a, and the NuRD complex member CHD4. We observe an increased localization of MBD2a and CHD4 to DAPI-dense chromocenters containing AT-rich Satellite repeats in cells expressing MBD2a (Fig. 6a, c). This was not observed in cells rescued with MBD3a, which showed a more homogenous nuclear staining of MBD3 and CHD4 (Fig. 6b, c). We next investigated the requirement for the MBD domain and GR stretch for the differential nuclear localization of MBD2 and CHD4 localization in cells expressing the MBD2aΔGR or MBD2aR191C variants (Fig. 6d, e). In both cases we observe that the localization of both MBD2 variants and CHD4 to chromocenters is reduced compared with the MBD2a variant, resulting in increased nucleoplasm staining of MBD2 and CHD4 (Fig. 6d, e). The same localization pattern is observed for *Mbd3* KO cells expressing MBD2b (Supplementary Fig. 10a).

**Fig. 6:**
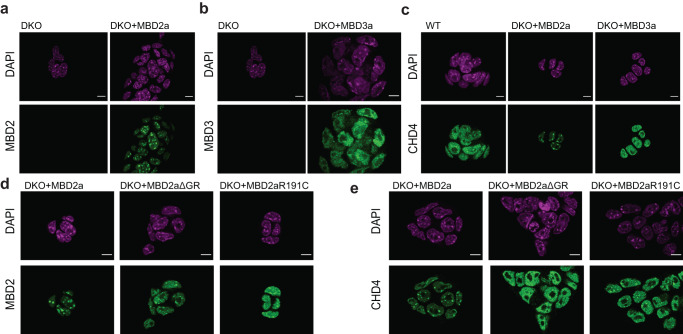
Differential nuclear localization of MBD2a- and MBD3a-NuRD complexes influences neuronal differentiation. **a**, **b** Representative immunofluorescence images indicating MBD2a (**a**) and MBD3a (**b**) localization in *Mbd2,Mbd3*-DKO cells. **c** CHD4 localization in *Mbd2,Mbd3*-DKO cells alone and expressing either MBD2a or MBD3a. **d** MBD2 localization in *Mbd2,Mbd3-*DKO cells stably expressing MBD2a, MBD2aΔGR or MBD2aR191C. **e** CHD4 localization in *Mbd2,Mbd3-*DKO cells stably expressing MBD2a, MBD2aΔGR or MBD2aR191C. DAPI staining (magenta) reveals chromocenters. Similar results were obtained from 2 independent replicates. Scale bars, 5 μm.

This indicates that the MBD domain and the GR stretch of MBD2a cooperate to retain MBD2-NuRD at chromocenters. It remains to be explored how the GR stretch directly contributes to this retention. This part of MBD2a is predicted to be intrinsically disordered, therefore potentially promoting multivalent interactions involved in biomolecular condensate formation. OptoDroplet measurements^39^ based on mCherry-labeled cryptochrome 2 (Cry2) fused to the GR stretch alone, and in combination with the MBD domain, did not reveal increased condensation in comparison to positive controls (Supplementary Fig. 10b–d). Furthermore, the chimeric MBD3 proteins containing the MBD2 MBD domain or the N-terminal part including the GR stretch, did not result in chromocenter localization of CHD4 (Supplementary Fig. 11a), suggesting that both parts (GR stretch and MBD) are required for the observed CHD4 tethering by MBD2a.

## Discussion

Here we provide a systematic dissection of the different MBD2 and MBD3 isoforms and their protein domains during ESC differentiation. In contrast to other tissues where specific MBD isoforms are present, ESCs express all six MBD2/3 variants (MBD2a,b,t and MBD3a,b,c), which can be mutually incorporated into the NuRD complex, ultimately forming distinct assemblies with different functionalities^18,28^. NuRD plays an essential role during lineage commitment regulating both induction and exit from pluripotency and enabling proper lineage differentiation^5,6,18,20,40^. Successful ESC lineage commitment therefore serves as a direct measurement of NuRD complex functionality.

By using a well-defined ESC differentiation model towards NPCs and terminal neurons, we showed that, while MBD3 is critical for ESC lineage commitment, as previously described^18^, this function is independent of its MBD domain. Surprisingly, we found that MBD2 can compensate for the loss of MBD3, leading to the generation of fully differentiated neurons. The functional redundancy was critically dependent on the MBD2 isoform that was used. The MBD2t isoform lacking the C-terminal coiled-coil domain failed to compensate for absence of MBD3, indicating the necessity for MBD2 to integrate in the NuRD complex. A short isoform lacking the N-terminal GR-rich repeat (MBD2b) fully rescued the KO phenotype. Interestingly, the full-length MBD2a isoform also gave rise to fully differentiated neurons, however at a very low rate, suggesting that the presence of the GR repeat is critical for preventing a full rescue in *Mbd3* KO cells. This N-terminal MBD2-specific GR-rich repeat is proposed to influence mCpG-affinity and incorporation of MBD2 to the NuRD complex^11,26^. In addition, the methyl-DNA-binding affinity of the MBD domain in MBD2a also prevented full rescue upon expression in *Mbd3* KO cells, since a point mutation rendering this domain insensitive to methyl-CpG resulted in full differentiation to neuronal cells, with no apparent transcriptional differences to WT cells.

This suggests that the MBD2a isoform may recruit the NuRD complex away from promoters and enhancers, therefore preventing establishment of correct gene expression patterns. Indeed, we observe that MBD2a increases CHD4 localization to chromocenters that contain high levels of methylated Satellite repeat DNA. Additionally, we also show that mutations in the MBD domain or deletion of the GR-rich repeat result in release of CHD4 from chromocenters and uncompromised differentiation of *Mbd3* KO cells, suggesting that these protein structures act synergistically in this tethering. In line with this, the MBD2b isoform that has similar affinity for methylated DNA but lacks the GR-rich repeat leads to a full rescue of the neuronal differentiation block in *Mbd3* KO ESCs, suggesting that indeed both domains, MBD and the GR-rich repeat are needed to cooperate for a “MBD2a-specific” NuRD function. This is further substantiated by our experiments where chimeric MBD3 proteins that carry either the MBD2 MBD domain or GR-rich repeats show full neuronal differentiation and no tethering to chromocenters.

Taken together, the differences observed for the MBD2 isoforms point to a specialized role of these variants in regulating MBD2-NuRD function. Chromatin remodeling complexes often show protein subunit diversity that conveys a specialized function of particular sub-complexes^1,41^. Several studies highlight that NuRD cellular function indeed depends on alternate usage of Mbd2/3, Chd3/4/5 and Mta1/2/3, as MBD2-NuRD but not MBD3-NuRD regulate fetal-hemoglobin switch in adult erythroid cells^42^ and different CHDs subunits regulate neuronal differentiation and migration with a limited protein redundancy^43^. Furthermore, a specific MBD3-GATAD2a NuRD subcomplex was identified to regulate ground-state pluripotency and to block induced pluripotent stem cell formation^44^. The competition between the MBD2 isoforms with MBD3 proteins for other NuRD components results in different assemblies with different functional properties – depending on the MBD variant levels present in the analyzed tissue. This can for example lead to the presence of incomplete NuRD complexes lacking the GATAD2:CHD:CDK2AP1 chromatin remodeling module – as in the case of MBD2t or the newly identified component PWWP2A that replaces MBD2/MBD3 from the NuRD complex (also called NuDe complex)^15–17,23^. This can also result in differential localization of the NuRD complex to genomic sites based on DNA methylation readout by MBD2. While DNA methylation-dependent localization of MBD2 and localization of MBD3 to unmethylated, active regulatory sites have been reported by multiple groups, other NuRD complex members were predominantly found to localize to the latter, with little overlap to DNA-methylated sites^6,24,25,40,45,46^. It remains to be investigated if different MBD2-isoforms lead to the assembly of alternative NuRD (sub-) complexes with distinct genomic localization or display NuRD-independent functions. Taken together, our data highlight a more complex role of MBD2 isoforms and domains in NuRD complex function than previously anticipated.

## Methods

### Cell culture and cell line generation

Mouse embryonic stem cells (HA36CB1, 129×C57BL/6) were cultured as previously described^24^. MBD protein expression constructs were generated in pL1-CAGGS-bio-MCS-polyA-1L^24^. MBD variants without specific domains were achieved by subcloning from initial plasmids using Gibson-Assembly. MBD protein variant expressing cell lines in MBD3 KO ES cells were obtained by RMCE as previously described^24^. Briefly, RMCE constructs were co-transfected with a Cre recombinase expression plasmid (1:0.6 DNA ratio) into RMCE-competent and biotin ligase (BirA)-positive mESCs (HA36CB1)^24^. After 10 days ganciclovir selection (3 mM), individual clones were picked, and construct integration confirmed by PCR and immunoblotting. The MBD2 KO, MBD3 KO and MBD2/3 double knockout (DKO) cell lines were generated by co-transfecting pX330-U6-Chimeric_BB-CBh-hSpCas9 (Addgene 42230) with two sgRNA targeting exon 1 for MBD2 KO cell line (sg1_GACTCCGCCATAGAGCAGGG, sg2_CCCCCCCGGATGGAAGAAGG) and exon 2 and exon 3 for MBD3 KO cell line (sg1_CAACTGGCACGTTACCTGGG, sg2_CACCAACCACCCCAGCAACA), respectively. For the generation of the MBD2/3 DKO cell line the targeting was performed consecutively, first MBD2 single KO cell line # 10 was generated and then exon 2 and exon 3 of MBD3 was targeted (sg1_CAACTGGCACGTTACCTGGG, sg2_CACCAACCACCCCAGCAACA), respectively. pRR-Puro recombination reporter^47^ (Addgene 65853) was co-transfected and 36 hours after transfection cells were treated with 2 µg/ml puromycin for 36 h. Positive KO clones were validated by Sanger sequencing and immunoblotting. Transfections were conducted using Lipofectamine 3000 reagent (Thermo Fisher Scientific) at a 2:1 Lipofectamine/DNA ratio in OptiMEM (Thermo Fisher Scientific). Human U-2 OS cells (authenticated by STR profiling), were cultured as previously described^39^.

### Neuronal differentiation of embryonic stem cells

Neuronal differentiation of embryonic stem cells was performed as previously described^30^. Microscopy images were taken at 20x magnification using an Olympus CKX31 microscope and a Canon Eos 550D Camera. Image contrast was increased for better visualization.

### Embryoid body cultures for FLK1+ mesoderm differentiation

Overall, 24 h prior to the onset of EB cultures, ES cells were transferred on gelatinized plates, using Iscove’s Modified Eagle Medium (IMDM) (Gibco) instead of DMEM. For the generation of embryoid bodie (EB) cultures, ES cells were trypsinized and plated at 10,000 cells/ml in non-adherent 10 cm^2^ petri dishes in EB media containing IMDM supplemented with 1% L-glutamine (Gibco), 10% FBS (Gibco), 0.6% transferrin (Roche, 10652), 50 ug/ml ascorbic acid (Sigma, A4544) and 0.03% monothioglycerol (MTG) (Sigma, M6145). Bmp4 was added from day 0 EB culture and bFGF, activin A and VEGF from day 2.5 (all Peprotech) all at 5 ng/ml. After 5 days in culture EBs were harvested and TrypLE^TM^ Express Enzyme (1×) (Gibco, 12605036) was used to generate a single-cell suspension.

### Flow cytometry

For CD24 and CD56 measurements in neuronal progenitors, single-cell suspensions were obtained from neuronal progenitors after 8 days of differentiation, as previously described^30^. For FLK1 measurements of EB cultures, single-cell suspensions were obtained at day 5 of differentiation. For cell-surface staining, cells were incubated for 30 min at 4 °C with a saturating concentration of anti-CD24a monoclonal antibody (1:200) (eBioscience, Clone M1/69), anti-CD56 monoclonal antibody (1:200) (BD Biosciences, clone 809220) and anti-CD309 (FLK1) monoclonal antibody 1:200 (eBioscience, clone Avas12a1). LIVE/DEAD Fixable Near-IR Dead Cell Stain (L34975, Invitrogen) was used to discriminate cell viability. Samples were acquired using a FACSFortessa (BD Biosciences), and data were analyzed using FlowJo software (version 10.7, Tree Star) and visualized with Prism (version 5.0a).

### Poly-A RNA-sequencing and differential gene expression analysis

Total RNA was isolated from NPCs using the RNeasy Plus mini kit (Qiagen). RNA integrity was measured using a model 2100 Bioanalyzer (Agilent). PolyA-tailed mRNAs were isolated and enriched using NEB Next Poly(A) mRNA Magnetic Isolation Module according to manufacturer’s instructions. Libraries for 1 µg mRNA were prepared using NEB Next UltraTM II Directional RNA Library Prep Kit for Illumina. Sequencing of library pools and read processing were performed on Illumina NovaSeq according to Illumina standards, with 150‐bp single‐end sequencing. Sequencing reads were trimmed using Trim Galore (version 0.6.6) to remove adapter sequenced and aligned using STAR^48^ (version 2.7.7a) using standard options based on the gene transcript annotation gencode.mouse.v1.annotation.gtf (NCBIM37, mm9). Gene counts were obtained using qCount() from QuasR^49^ (version 1.38.0) in R (4.2.3) and differential gene expression was performed using the edgeR package (version 3.40.2) with significance set to p-value < 0.05 and log fold change > I1I^50^. MA and MDS plots were generated with the plotMD() and plotMDS() functions in edgeR. Heatmap representing gene expression changes for selected genes or all genes differentially expressed between WT and MBD3 KO cells were generated using the gplots::heatmap.2() function using log2-transformed, normalized CPM counts (prior.count = 1).

### Chromatin immunoprecipitation and sequencing

Biotin-streptavidin ChIP was performed as previously described in^51^. In brief, 10–20 × 10^6^ cells were fixed for 8 min with 1% formaldehyde at room temperature followed by the addition of glycine to a final concentration of 0.12 M and incubation for 10 min on ice. Cells were harvested and incubated for 10 min in 5 ml 10 mM EDTA, 10 mM TRIS, 0.5 mM EGTA on ice, followed by centrifugation at 680 × g for 5 min. Cells were resuspended in 5 ml buffer containing 0.25% Triton X-100, 1 mM EDTA, 10 mM TRIS, 0.5 mM EGTA, and 200 mM NaCl and incubated for 10 min on ice followed by centrifugation at 680 × g for 5 min. Final cell lysis was performed with 50 mM HEPES, 1 mM EDTA, 1% Triton X-100, 0.1% deoxycholate, 0.2% SDS, and 300 mM NaCl in 1 ml for 1 to 2 h on ice. Cross-linked chromatin was subjected to sonication in a Bioruptor Pico instrument (Diagenode) according to the manufacturer’s instructions. Sonicated chromatin was centrifuged at 12,000 × g for 10 min at 4 °C and supernatant was used for further steps. Streptavidin-M280 magnetic beads were blocked for 1 h with 1% cold fish skin gelatin (Sigma Aldrich) and 100 ng tRNA (Sigma Aldrich) supplemented with protease inhibitor cocktail mix (Roche) and washed twice with buffer 3 with 0.1% SDS and 150 mM NaCl. 150–250 μg chromatin solution was diluted to 0.1% SDS and 150 mM NaCl. Chromatin was then incubated with 30 μl pre-blocked streptavidin-M280 magnetic beads overnight at 4 °C. Beads were washed under rotation for 8 min for each wash step and placed on a magnetic rack for 2 min for exchange of buffers first with two rounds of 2% SDS, high salt buffer (as medium salt buffer, but 0.1% SDS and 500 mM NaCl), DOC buffer (250 mM LiCl, 0.5% NP-40, 0.5% deoxycholate, 1 mM EDTA, 10 mM TRIS), and two rounds of Tris/EDTA buffer. Beads were treated with RNaseA (60 μg, Roche) for 30 min at 37 °C in 1% SDS, 0.1 M NaHCO3, and subsequently proteinase K (60 μg, Roche) for 3 h at 55 °C in 1% SDS, 0.1 M NaHCO3, 10 mM EDTA, 20 mM TRIS, followed by de-cross-linking overnight at 65 °C. DNA was purified with phenol–chloroform extraction and ethanol precipitation. Sequencing libraries were prepared using the NEB-next ChIP-seq library Kit (E62402) following the standard protocols. Samples with different index barcodes were combined at equal molar ratios and sequenced as pools. Sequencing of library pools was performed on Illumina NovaSeq machines according to Illumina standards. Library demultiplexing was performed following Illumina standards.

### ChIP-seq reads processing and data analysis

ChIP-seq samples were filtered for low-quality reads and adapter sequences were removed using Trim Galore (https://github.com/FelixKrueger/TrimGalore) (version 0.6.6). Filtered reads were mapped to the mouse genome (version mm9) using QuasR (version 1.38.0) and the BOWTIE algorithm (version 2.3.5.1) allowing for two mismatches, and only uniquely mapped reads were used (-m 1–best–strata). Genomic annotations are based on the Mus musculus version NCBI37/mm9 from July 2007. CpG island annotation is based on the CpG cluster algorithm^52^ and genome segmentations based on fully DNA methylated regions in ES cells (FMR) were obtained from^53^. CpG islands overlapping with FMR segments were considered as methylated CpG islands. Peaks were called using MACS2 (version 2.1.1.20160309) using the following parameters:–broad -g 1.87e9–broad-cutoff 0.1. Peaks were used to calculate DNA methylation density (mCpG/100 bp) under peak regions and percentage overlaps with genomic segments. Peaks were overlapped with genomic features and coverages were calculated using the following hierarchy: promoters, enhancers, exons, repeats, and introns. Promoters were defined as +/− 1 kb around RefSeq gene TSS, enhancers were defined based on DHS peaks where H3K4me1 was higher than H3K4me3, exons and introns were retrieved based on RefSeq annotations, and repetitive elements using Repeatmasker. Overall, 1 kb intervals were obtained by partitioning the entire genome into 1 kb sized tiles. Intervals overlapping with satellite repeats (Repeatmasker), ENCODE black-listed and low mappability scores (below 0.5) were removed.

### Immunoblotting and biotin/streptavidin pull-downs

Crude nuclear extracts cells were obtained as described in Ref. ^51^. Membranes were blocked with 5% milk or 5% BSA for detection with antibodies or Streptavidin-HRP, respectively. Primary antibodies against MBD2 (1:2000, ab188474, Abcam), MBD3 (1:2000, ab157464, Abcam), MTA2 (1:2500, sc-9447, Santa Cruz Biotechnology), HDAC1 (1:1000, sc-7872, Santa Cruz Biotechnology) or anti-LAMIN B1 (1:1000, sc-374015, Santa Cruz Biotechnology) were used overnight at 4 °C. Protein detection was facilitated using species-specific antibodies conjugated to horseradish peroxidase and Pierce® Peroxidase IHC Detection Kit (Thermo Scientific) or species-specific secondary antibodies with IRDye Fluorescent Dyes (IRDye 800CW goat anti-rabbit IgG, 1:15,000, LI-COR, P/N 925-32211 and IRDye 680RD goat anti-mouse IgG, 1:15,000, LI-COR, P/N 925-68070) were used. Bands were visualized using the Typhoon Biomolecular Imager (Amersham). Biotin detection was performed with Streptavidin-HRP. Molecular weights are indicated by the PageRuler Plus Prestained Protein Ladder (Thermo Fisher Scientific).

For streptavidin-biotin pulldowns, proteins from ESC enriched by crude nuclear fractionation were incubated with 30 μl preblocked (in 0.1% cold fish skin gelatine) Streptavidin-M280 magnetic beads (Invitrogen) in HENG buffer, 150 mM NaCl, at 4 °C overnight. Streptavidin magnetic beads were washed three times each 10 min with HENG buffer, 250 mM NaCl, 0.3% NP40, 1 mM DTT, and protease inhibitors at 4 °C. IPs were resuspended in Laemmli buffer prior to SDS-PAGE and western blotting to PVDF membranes. Membranes were blocked with 5% milk or 5% BSA for detection with antibodies or Streptavidin, respectively. Detection was performed using the Chemidoc MP Imaging System (Biorad). Uncropped and unprocessed scans of all of blots are available as Source Data.

### Nuclear extract preparation and biotin/streptavidin pull-downs for mass spectrometry

Nuclear protein extractions were performed as described previously in Ref. ^54^. In short, cells were harvested with trypsin, washed twice with PBS and spun down for 5 min at 400 x g at 4 °C. Cells were resuspended in five volumes of buffer A (10 mM Hepes KOH pH 7.9, 1.5 mM MgCl2, 10 mM KCl), incubated for 10 min on ice, and then centrifuged for 5 min at 400 × *g* at 4 °C. Cells were resuspended in two volumes of buffer A supplemented with 1xPIC and 0.15% NP40 and transferred to a Dounce homogenizer. After lysis with 40 strokes of a type B (tight) pestle, the suspension was centrifuged for 15 min at 3,200 × *g* at 4 °C. The pellet was washed with PBS and centrifuged again for 5 min at 3,200 × *g* at 4 °C. Then, it was dounced with 10 strokes of a type B pestle in two volumes of buffer C (420 mM NaCl, 20 mM Hepes KOH pH 7.9, 20% (v/v) glycerol, 2 mM MgCl2, 0.2 mM EDTA, 0.1% NP40, 1xPIC, 0.5 mM DTT) and transferred to a new eppendorf tube. This suspension was rotated for 1 h at 4 °C and subsequently centrifuged for 45 min at 20,800 × *g* at 4 °C. The supernatant was collected, aliquoted, snap-frozen in liquid nitrogen and stored at −80 °C.

Label-free biotin/streptavidin pull-downs were performed in triplicate. Per pull-down, 40 μl of M280 streptavidin dynabeads (Invitrogen) was used. Beads were washed twice with buffer C (300 mM NaCl, 20 mM Hepes KOH pH 7.9, 20% (v/v) glycerol, 2 mM MgCl2, 0.2 mM EDTA, 1% NP40, 0.5 mM DTT, 1xPIC). 1 mg of nuclear extract was diluted to a total volume of 400 μl with buffer C with or without NaCl (final concentration 150 mM) and rotated with the beads for 90 min at 4 °C. After beads were washed twice with buffer C (0.5% NP40, 300 mM NaCl), twice with PBS plus 0.5% NP40 and twice with PBS, all supernatant was removed. Beads were then resuspended in 50 μl elution buffer (2 M urea, 100 mM Tris pH 8.2, 10 mM DTT) and incubated for 20 min in a thermoshaker at 1,400 rpm at room temperature. After addition of 50 mM chloroacetamide (CAA), beads were incubated for 10 min at 1,400 rpm at room temperature in the dark. Proteins were then on-bead digested into tryptic peptides by addition of 0.25 μg trypsin and subsequent incubation for 2 h at 1,400 rpm at room temperature. The supernatant was transferred to new tubes and further digested overnight at room temperature with an additional 0.1 μg of trypsin. The digest was stopped by the addition of 10 μl 5% TFA, after which tryptic peptides were purified on C18-StageTips (homemade by the FGCZ)^55^ and stored at 4 °C until use.

### LC-MS/MS measurements and data analysis

Tryptic peptides were eluted from StageTips. Dissolved samples were injected by a Waters M-class UPLC system (Waters AG) operating in trap/elute mode. We have used a Symmetry C18 trap column (5 µm, 0.180 mm × 20 mm, Waters AG) and as separation column a HSS T3 C18 reverse-phase column (1.8 µm, 0.075 mm × 250 mm, Waters AG). The columns were equilibrated with 95% solvent A (0.1% formic acid (FA) in water) and 5% solvent B (0.1% FA in ACN). Trapping of peptides was performed at 15 µl/min for 60 sec and afterward the peptides were eluted using the following linear gradient: 5-35% B in 60 min; 35-98% B in 5 min. The flow rate was constant 0.3 µl/min and the column temperature was controlled at 50 °C. High-accuracy mass spectra were acquired with an Q-Exactive HF mass spectrometer (Thermo Scientific) that was operated in data-dependent acquisition mode. A survey scan was followed by up to 15 MS2 scans. The survey scan was recorded using quadrupole transmission in the mass range of 350-1500 m/z with an AGC target of 3E6, a resolution of 120’000 at 200 m/z and a maximum injection time of 50 ms. All fragment mass spectra were recorded with an AGC target value of 1E5 and a normalized collision energy of 28% and with a resolution of 60’000 at 200 m/z. The maximum injection time of was set to 119 ms and dynamic exclusion was activated for 10 sec.

Peptides were searched with MaxQuant version 1.6.10.43^56^ against the UniProt mouse reference proteome (UP000000589_10090, version November 2020). Settings used were protease cleavage sites K/R, maximum number of missed cleavages 2, fixed modifications Carbamidomethyl (C), variable modifications Oxidation (M); Acetyl (Protein N-term), first search mass tolerance 20 ppm, minimum peptide length 7 amino acids, peptide- and protein-level FDR 0.01, minimum number of unique peptides for protein identification 1, match between runs enabled. As a negative control, a control pull-down with biotin beads and wild-type nuclear extract was used. Statistically enriched proteins were identified by a permutation-based FDR-corrected t-test.

Stoichiometry calculations were performed as described in Ref. ^57^. In brief, to determine the stoichiometry of the identified complexes the relative abundance of the identified interactors as measured by the iBAQ intensities were compared. The background binding level of proteins as measured by the iBAQ intensity in the different control samples was subtracted from the MBD2/3 biotin pulldown iBAQ intensity. Next, these relative abundance values were scaled to the obtained abundance of the bait protein which was set to 1. Volcano plots were produced in R.

### Immunofluorescence

mESC seeded onto 0.2% gelatin-coated coverslips (0.13–0.16 mm – Ted Pella) were fixed with 3.7% formaldehyde in 1x PBS for 10 min at RT. Cells were permeabilized with 0.5% Triton X-100 for 5 min on ice followed by 10 min at RT. Cells were blocked at RT for 1 h with 5% BSA (Sigma-Aldrich) dissolved in PBS-Tween 20 (0.1%). Primary antibodies were diluted in BSA blocking buffer and incubated onto coverslips overnight in a wet chamber at 4 °C (MBD2, 1:1000, ab188474, Abcam; MBD3, 1:1000, ab157464, Abcam; CHD4, 1:1000, ab70469, Abcam). Cells were washed three times with 1× PBS – 0.1% Tween 20/ and once with 1x PBS. Secondary antibodies coupled to Alexa-Fluor 488 or 568 (1: 500; Invitrogen - Molecular probes) were added and coverslips were incubated for 1 h at RT. Cells were washed as above and coverslips were mounted using antifading mounting medium containing DAPI (Vectashield). A Leica Stellaris 5 upright system (University of Zurich Center for Microscopy and Image Analysis) controlled with LASX image acquisition software was used to acquire images using a 63×1.4NA HC PL APO CS2 − 0.14 mm WD oil immersion objective (Leica Microsystems, Germany). Emitted light was detected with 4 Hybrid (Power HyD S) detectors, and one additional detector for transmission (Trans PMT). For supplementary figure 10a, images were acquired with a Zeiss LSM 700 confocal laser scanning microscopy (Biology Image Center, Utrecht University) with a 63×1.4 oil immersion objective (Carl Zeiss, Germany) using 405, 488 nm and 555 nm laser lines. For immunofluorescence of TNs, NPCs were seeded in acid washed, poly-L-ornithine-laminin coated coverslips, fixed and permeabilized as described above. Anti-B-Tubulin III (Tuj1), Sigma T8660, was used on a 1:1000 dilution. Images were obtained using a DeltaVision RT widefield microscope (Cell Microscopy Core, UMC Utrecht, the Netherlands) with a 20x objective (Olympus). Overlap of the emission spectra (bleedthrough) was corrected by automatic and manual adjustments of DAPI, GFP and Texas Red channels and by performing sequential scanning. Images were processed using Fiji (version 2.1.0).

### Cry2 optoDroplet experiments

Cry2 optoDroplet experiments were performed as described previously in Ref. ^39^. Specifically, for optoDroplet quantifications upon blue light exposure, U-2 OS cells were seeded into a 96-well plate (Ibidi µ-plate) and transfected with plasmid DNA for 24 h using TransIT-LT1 (Mirus Bio) according to the manufacturer’s instructions. Afterward, cells were either kept in the dark to serve as negative controls or exposed to 24 cycles of 5 s blue light and 10 s dark in a custom-made blue light box equipped with 8 × 1 W LED lamps with a power of 500 Lm in 10 cm distance to the cells, then fixed in 3% formaldehyde in PBS for 15 min at room temperature and stained with DAPI. Imaging was performed on the Olympus ScanR Screening System (ScanR Image Acquisition 3.01) as previously described in Refs. ^58,59^. The system is equipped with an inverted motorized Olympus IX83 microscope, a motorized stage, IR-laser hardware autofocus, a fast emission filter wheel with one set of bandpass filters for multi-wavelength acquisition (DAPI (ex BP 395/25, em BP 435/26), TRITC (ex BP 550/15, em BP 595/40), and a Hamamatsu ORCA-FLASH 4.0 V2 sCMOS camera (2048 × 2048 pixel, pixel size 6.5 × 6.5 µm) with a 20× UPLSAPO (NA 0.75) air objective. Image information of cell populations was acquired under non-saturating conditions and identical settings were applied to all samples. Image analysis was performed with the Olympus ScanR Image Analysis Software (version 3.0.1), a dynamic background correction was applied, and nuclei segmentation was performed using an integrated intensity-based object detection module based on the DAPI signal. Foci segmentation for optoDroplet detection was performed using an integrated spot-detection module. Downstream analyses were focused on properly detected interphase nuclei containing a 2N-4N DNA content as measured by total and mean DAPI intensities. Expression levels were normalized between all samples and are depicted as arbitrary units. For live-cell analysis, U-2 OS cells were seeded into a 96-well plate (Greiner µclear) and transfected with plasmid DNA 24 h prior to imaging. During time-lapse microscopy, FluoroBrite DMEM supplemented with 10% fetal bovine serum (Gibco) and Glutamax (ThermoFisher Scientific) was used. Time-lapse microscopy was carried out in temperature and CO_2_-controlled conditions (37 °C, 5% CO2) on a GE Healthcare IN Cell Analyzer 2500HS (V7.4) with a PCO sCMOS 16 bit camera (2048 × 2048 pixels, pixel size 6.5 × 6.5 µm) using a CFI Plan Apo Lambda (NA 0.75) 20x air objective at 15 s intervals for 6 min (25 ms ex BP 475/28, em BP 526/52; 100 ms ex BP 575/25, em BP 607.5/19).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The RNA-seq and ChIP-seq data sets generated in this study have been deposited to NCBI GEO under the accession number GSE199541. The proteomics data sets generated in this study has been deposited to ProteomeXchange under the accession number PXD042407. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dissecting the roles of MBD2 isoforms and domains in regulating NuRD complex function during cellular differentiation
**Source:** Nat Commun. 2023 Jun 29;14:3848. doi: 10.1038/s41467-023-39551-w
**Supplement:** Supplementary file 1 — Supplementary Information

# **Dissecting the roles of MBD2 isoforms and domains in regulating NuRD complex function during cellular differentiation**

Nina Schmolka<sup>1,a</sup>, Ino D. Karemaker<sup>1</sup>, Richard Cardoso da Silva<sup>1,2</sup>, Davide C. Recchia<sup>1,2,3</sup>, Vincent Spegg<sup>1,3</sup>, Jahnavi Bhaskaran<sup>1,b</sup>, Michael Teske<sup>1,3,a</sup>, Nathalie P. de Wagenaar<sup>2</sup>, Matthias Altmeyer<sup>1</sup>, Tuncay Baubec<sup>1,2</sup>

- a) Current address: Institute of Experimental Immunology, University of Zurich, Switzerland.
- b) Current address: MRC London Institute of Medical Sciences, London, United Kingdom.

## Supplementary Figure 1

**a**

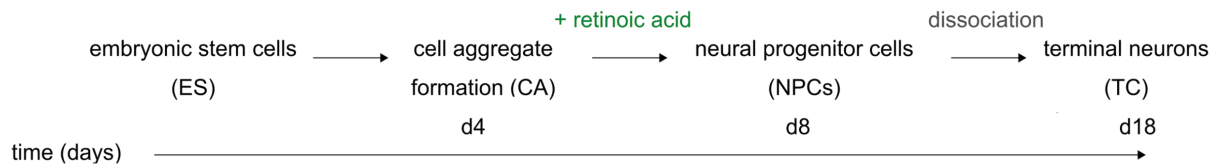

**b**

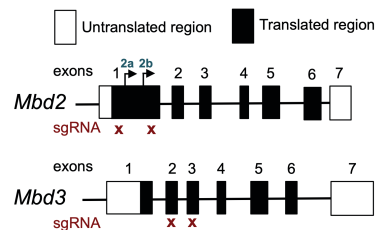

**d**

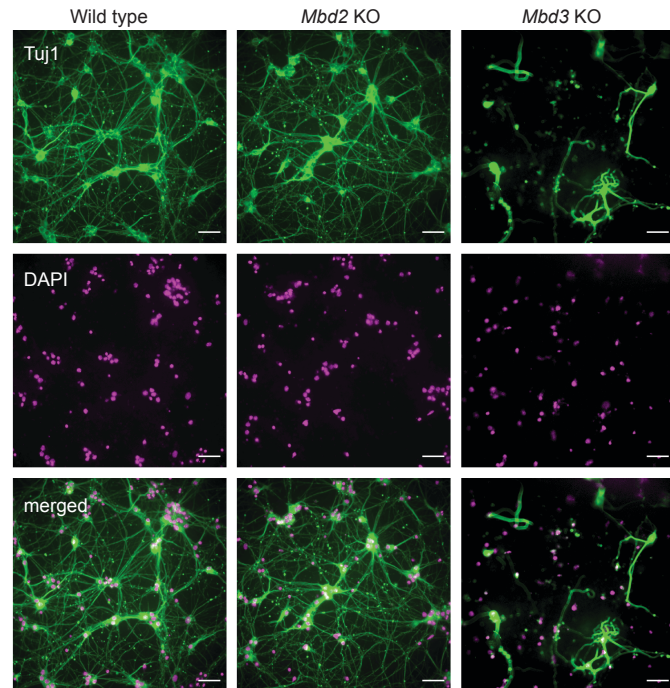

**c**

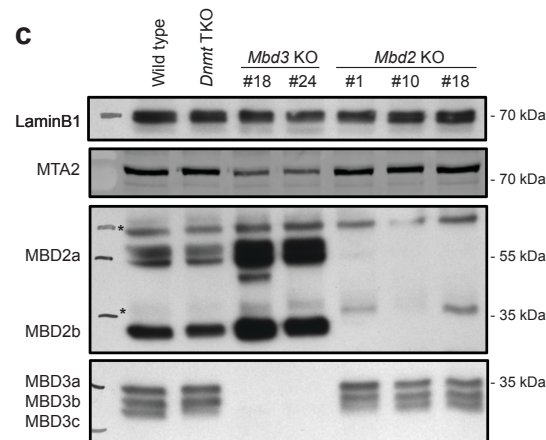

**e**

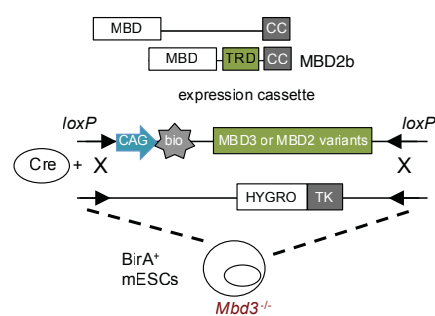

**f**

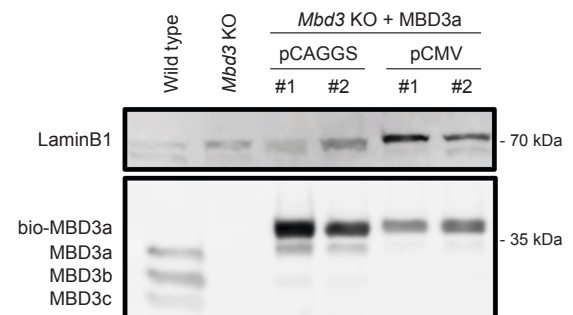

**Supplementary Figure 1: a** Schematics of the in vitro ESC differentiation protocol towards neuronal progenitors (NPCs) and terminal neurons. **b** CRISPR-Cas9 based targeting strategy to generate *Mbd2* and *Mbd3* knock-out ESC lines. Both KO cell lines were generated with a two single guide (sg) RNA targeting approach. Location of sgRNA binding is indicated by "x" below the gene model. **c** Western blot validation using nuclear extracts from WT and independent *Mbd3* KO and *Mbd2* KO ESC lines probed with antibodies against MBD2 and MBD3. LaminB1 and

MTA2 act as loading controls. Individual MBD2 and MBD3 isoforms are indicated. Asterisks denote unspecific bands. Approximate sizes are indicated in kDa. Experiment was performed once. **d** Representative immunofluorescence staining for neuronal marker Tuj1 (green) in *Mbd2* KO and *Mbd3* KO cell lines after 18 days of neuronal differentiation. DAPI staining is shown in magenta. Scale bar = 50  $\mu$ m. Experiment was repeated twice. **e** Principle of cell line generation via Cre recombinase mediated cassette exchange (RMCE) and following ganciclovir selection. Biotin-tagged MBD3/MBD2 variant protein cDNAs are targeted to the same genomic location, enabling stable expression and direct comparison in murine ES cells. Triangles: LoxP sites, TK: Thymidine kinase, CAG: CAG promoter, bio: biotin acceptor site. **f** Western blot indicating MBD3 levels in WT, *Mbd3* KO, *Mbd3* KO +MBD3a driven by either CAG or CMV promoters probed with antibodies against MBD3. Two independently derived lines are shown for both constructs. LaminB1 acts as a loading control. Approximate sizes are indicated in kDa.

## Supplementary Figure 2

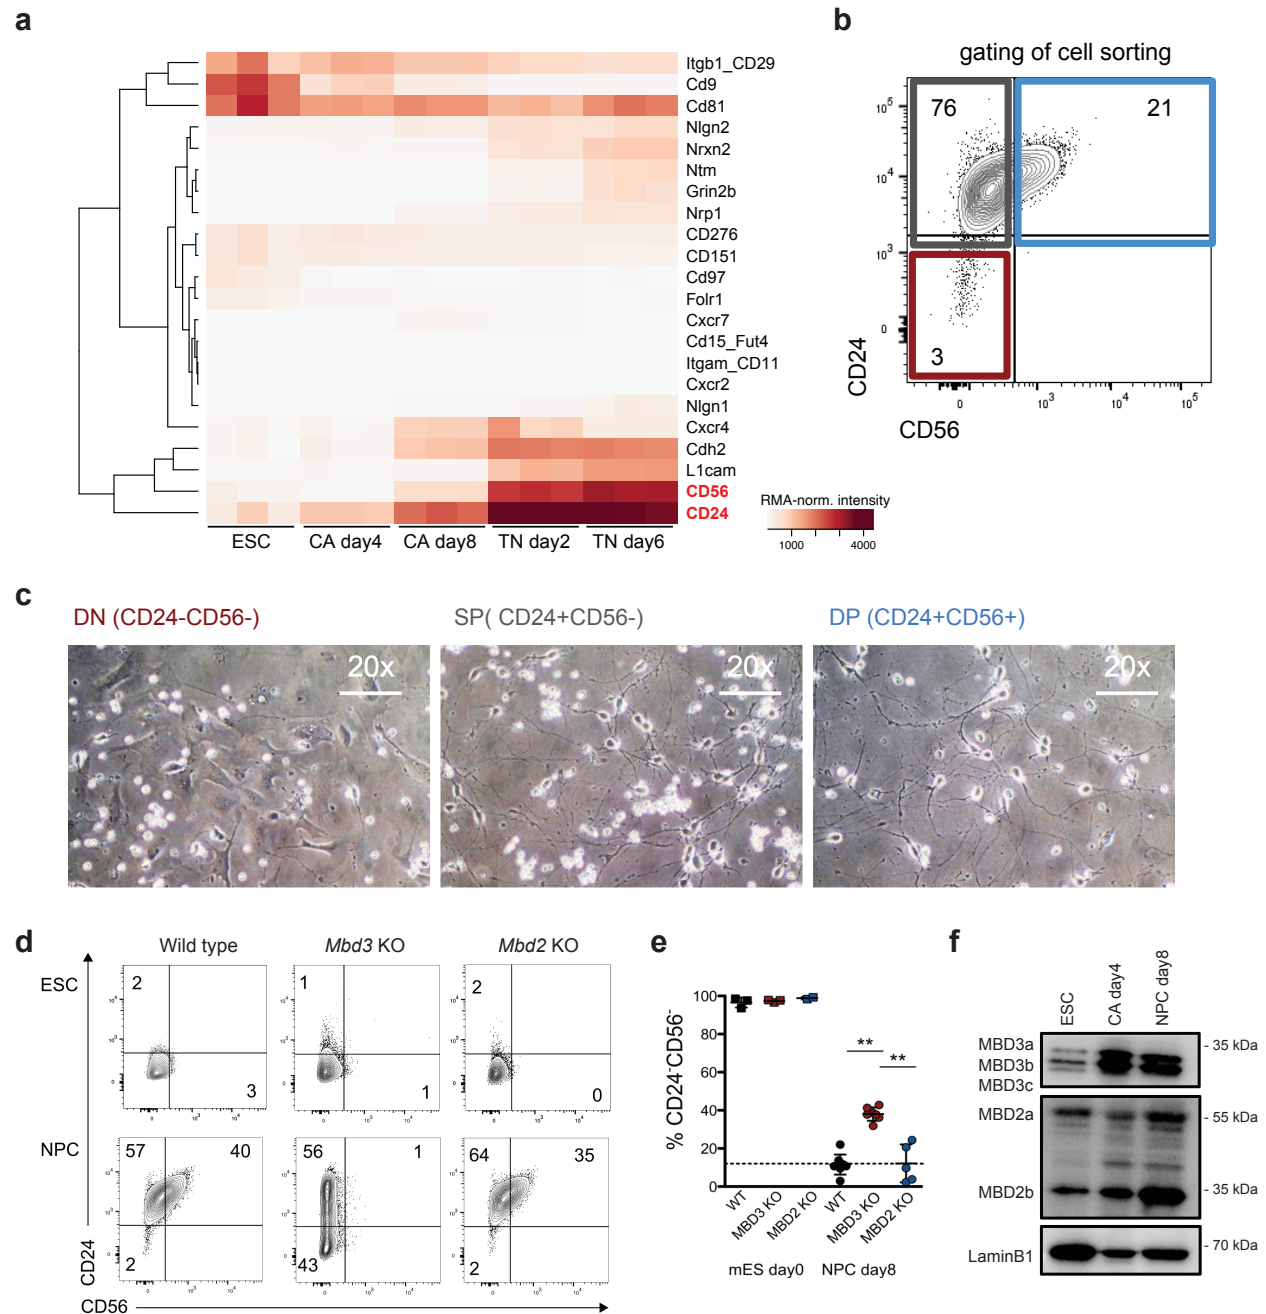

**Supplementary Figure 2: a** Heat map showing gene expression of selected surface proteins at different stages of neuronal differentiation. Data is shown in triplicates for ESC, CA day4, NPC day8, TN day2 and TN day4. Shown are RMA-normalized microarray intensity values. Source data is provided as a Source Data file. **b** Gating strategy to isolate CD24-CD56- double negative (DN), CD24+ single positive (SP), and CD24+CD56+ double positive (DP) WT NPCs at day8 by FACS. **c** Representative microscopy images of *in vitro* derived neurons from sorted DN, SP, and DP populations shown at 20x magnification. Experiment was performed once. **d** Representative flow cytometry analysis of CD24 and CD56 surface expression in ES (top) and NPC day8

(bottom) of WT, *Mbd3* KO, and *Mbd2* KO cell lines. Numbers in quadrants of flow cytometry plots indicate percentages of cells. **e** Percentage of CD24-CD56<sup>-</sup> cells in ESC and NPCs day8. Each measurement is obtained from individually generated cell lines. WT to *Mbd3* KO  $p=0.0014$ , *Mbd3* KO to *Mbd2* KO  $p=0.0057$ . Error bars represent mean  $\pm$  SD.  $p$ -values were calculated using an unpaired, two-tailed  $t$  test (Mann-Whitney).  $n=2$  biological replicates. Source data is provided as a Source Data file. **f** Western blot indicating MBD2 and MBD3 levels in WT ESC, CA day4, and NPC day8. LaminB1 acts as a loading control. Approximate sizes are indicated in kDa. Experiment was repeated three times.

## Supplementary Figure 3

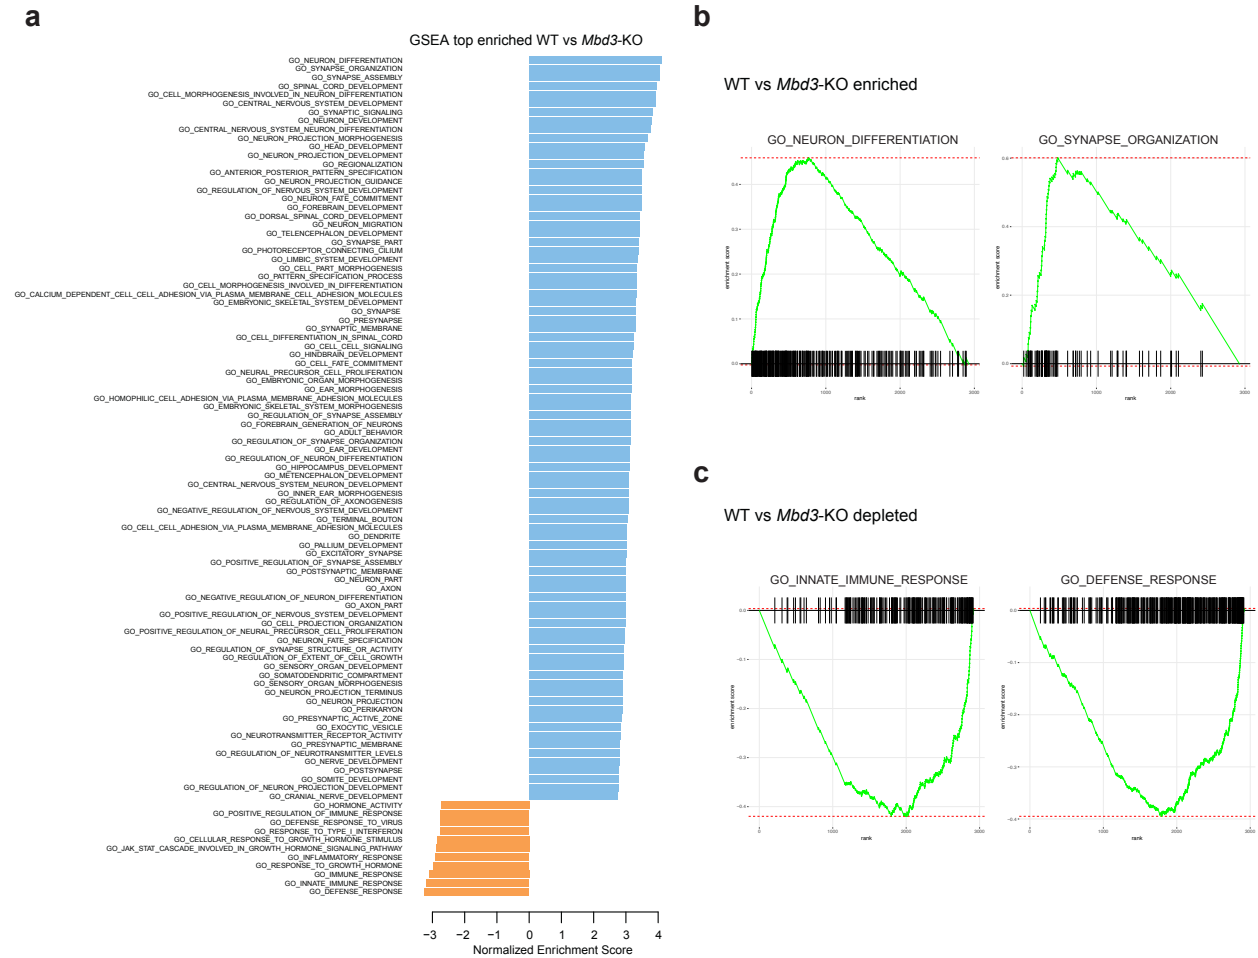

**Supplementary Figure 3: a** Gene set enrichment analysis (GSEA) of gene ontology (GO) pathways differentially expressed in WT versus *Mbd3* KO NPCs ranked by normalized enrichment score. **b-c** GSEA plots of the two top-most enriched and depleted GO pathways in WT versus *Mbd3* KO NPCs.

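Gene set enrichment analysis walks down a list of genes ranked by their change between groups and raises a running score at each member of a set. The enrichment score is the largest excursion of this running sum from 0. Dividing it by the mean score of random sets of equal size gives the normalized enrichment score, so that sets of different sizes can be ranked together. A positive score means that members gather at the top of the ranking and a negative score that they gather at the bottom. The GO sets of the panels were not used here. For the gene lists that were used, fgsea over all genes tested, ranked by the signed statistic of *Mbd3* KO against WT, gave a normalized enrichment score of -3.27 for the neuronal differentiation list (adjusted p = 4.86e-23) and 3.26 for the interferon and innate immune list (adjusted p = 2.08e-21). Over the changed genes only, which fgsea ranked in the same way, the scores were -4.05 and 3.95. The p-values come from resampling genes, which are not independent replicates.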

## Supplementary Figure 4

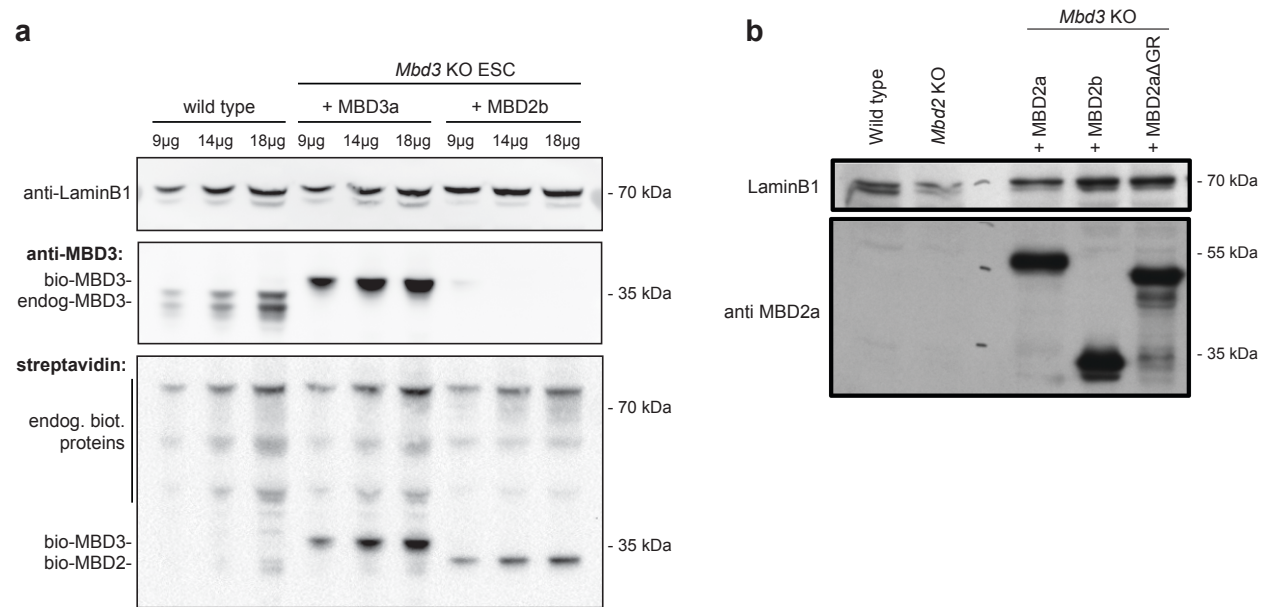

**Supplementary Figure 4: a** Western blot validation of *Mbd3* KO ESC lines, stably expressing MBD3a or MBD2b, probed with MBD3 and streptavidin-HRP to indicate comparable expression levels of endogenous MBD3 in wild type cells, and biotin-tagged MBD2 and MBD3 from the RMCE site in *Mbd3*-KO cells. Increasing amounts of protein extracts (9µg, 14µg, 18µg) were loaded for better visualisation. LaminB1 acts as a loading control. Approximate sizes are indicated in kDa. Experiment was repeated twice. **b** Western blot validation of *Mbd2* KO, and *Mbd3* KO +MBD2aΔGR, *Mbd3* KO +MBD2b, *Mbd3* KO +MBD2a ESC lines probed with antibodies against MBD2. Detected bands indicate equal expression levels for these different MBD2 constructs. LaminB1 acts as a loading control. Approximate sizes are indicated in kDa. Experiment was performed multiple times.

**a**

Spearman correlation

0.4 0.6 0.8

WT  
MBD3 KO + MBD3a  
MBD3 KO + MBD3ΔMBD  
MBD3 KO + MBD2aR191C  
MBD3 KO + MBD2aΔGR  
MBD3 KO + MBD3a  
MBD3 KO + MBD3ΔMBD  
WT  
MBD3 KO + MBD2aR191C  
MBD3 KO + MBD3ΔMBD  
MBD3 KO + MBD2aR191C  
MBD3 KO + MBD2aΔGR  
WT  
MBD3 KO + MBD3a  
MBD3 KO + MBD2aΔGR  
MBD3 KO  
MBD3 KO  
MBD3 KO + MBD2t  
MBD3 KO + MBD2t  
MBD3 KO + MBD2t  
MBD3 KO + MBD2a  
MBD3 KO  
MBD3 KO + MBD2a  
MBD3 KO + MBD2a

WT  
MBD3 KO + MBD3a  
MBD3 KO + MBD3ΔMBD  
MBD3 KO + MBD2aR191C  
MBD3 KO + MBD2aΔGR  
WT  
MBD3 KO + MBD3a  
MBD3 KO + MBD2aΔGR  
MBD3 KO  
MBD3 KO  
MBD3 KO + MBD2t  
MBD3 KO + MBD2t  
MBD3 KO + MBD2t  
MBD3 KO + MBD2a  
MBD3 KO  
MBD3 KO + MBD2a  
MBD3 KO + MBD2a

**b**

-10 0 10

MBD3 KO  
MBD3 KO  
MBD3 KO  
MBD3 KO  
MBD2t  
MBD2t  
MBD2t  
MBD2a  
MBD2a  
MBD2a  
MBD2aΔGR  
MBD2aΔGR  
MBD2aR191C  
MBD2aR191C  
MBD3ΔMBD  
MBD3ΔMBD  
MBD3a  
MBD3a  
MBD3a  
WT  
WT  
WT

**c**

Pou5f1  
Dppa5a  
Zfp42  
Nanog  
Tbx3  
Klf4  
Dppa4  
Dppa2  
Klf5  
Neurog1  
Ascl1  
Neurog2  
Neurod4  
Rbfox3  
Map2  
Dcx  
Ncam1  
Pax6  
Tubb3  
Sox2

Pluripotency  
Neuronal

MBD3 KO  
MBD3 KO  
MBD3 KO  
MBD3 KO  
MBD2t  
MBD2t  
MBD2t  
MBD2a  
MBD2a  
MBD2a  
MBD2aΔGR  
MBD2aΔGR  
MBD2aR191C  
MBD2aR191C  
MBD3ΔMBD  
MBD3ΔMBD  
MBD3a  
MBD3a  
MBD3a  
WT  
WT  
WT

CPM Value  
-10 0 10

MBD3 KO +

MBD3 KO +

8

## Supplementary Figure 6

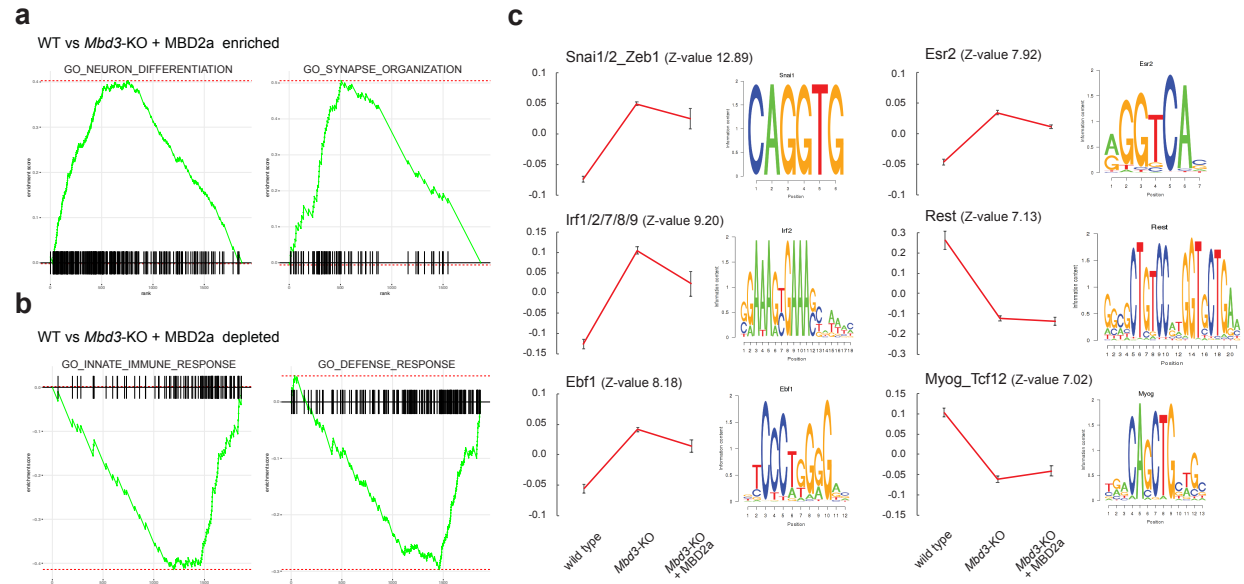

**Supplementary Figure 6:** GSEA plots of the: **a** two top-most enriched and **b** depleted GO pathways in WT versus *Mbd3* KO + MBD2a NPCs. **c** Shown are the normalized ISMARA activity profiles of the top six transcription factor motifs (red lines, with standard errors) and their respective z-values. Data obtained from three biological replicates of wild type, *Mbd3* KO and *Mbd3* KO + MBD2a are shown. Error bars represent  $\pm$  SD. Corresponding sequence logos of TF motifs are shown. Source data is provided as a Source Data file.

## Supplementary Figure 7

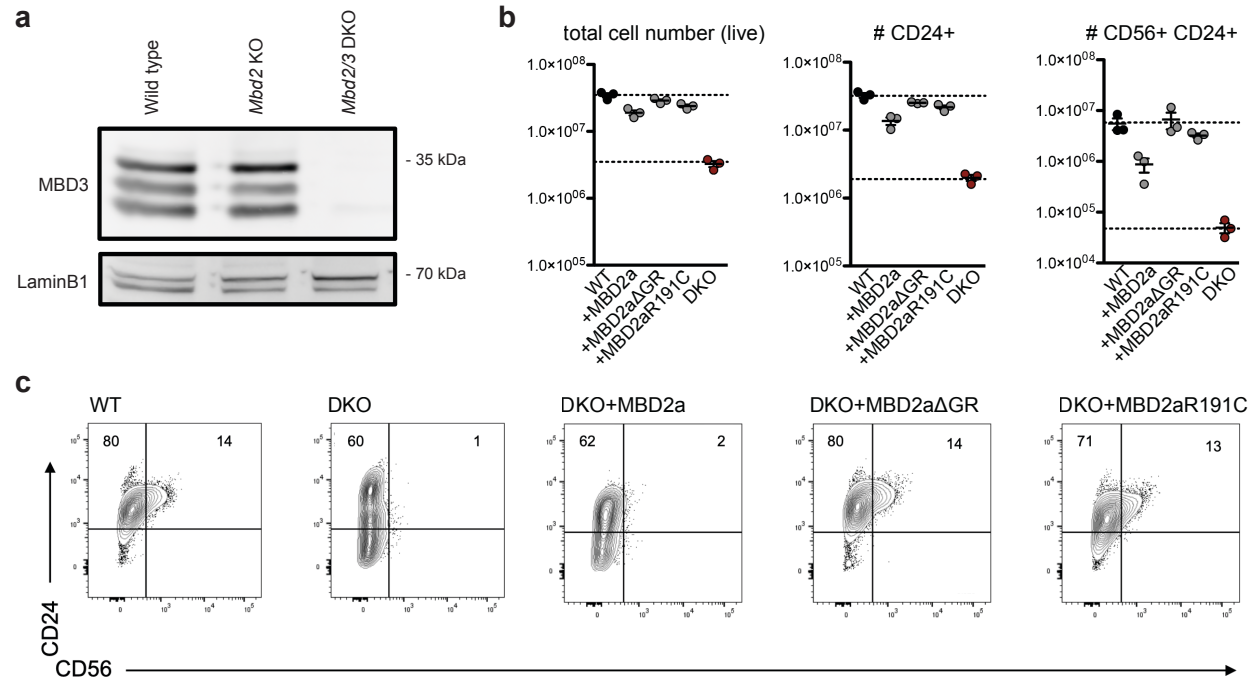

**Supplementary Figure 7:** **a** Western blot validation of *Mbd2*, *Mbd3* DKO cell line using nuclear extracts from WT, *Mbd2* KO and *Mbd2/3* DKO ESC line (resulted from sgRNA targeting of *Mbd3* in *Mbd2* KO ESC line) with an antibody against MBD3. LaminB1 was used as loading control. Approximate sizes are indicated in kDa. **b** Flow cytometry analysis indicating (from left to right) the number of live cells, CD24+, and CD24+CD56+ NPC at day8 of neuronal differentiation in WT, *Mbd2/3* DKO or *Mbd2/3* DKO stably expressing MBD2a, MBD2aΔGR or MBD2aR191C. Each data point represents an individual cell line. Error bars represent mean +/- SD. n=1 biological replicate. For each cell line 3 independent clones were analyzed. Source data is provided as a Source Data file. **c** Representative flow cytometry analysis of CD24 and CD56 surface expression in NPC day8 of cell lines indicated in (b). Numbers in quadrants of flow cytometry plots indicate percentages of cells.

## Supplementary Figure 8

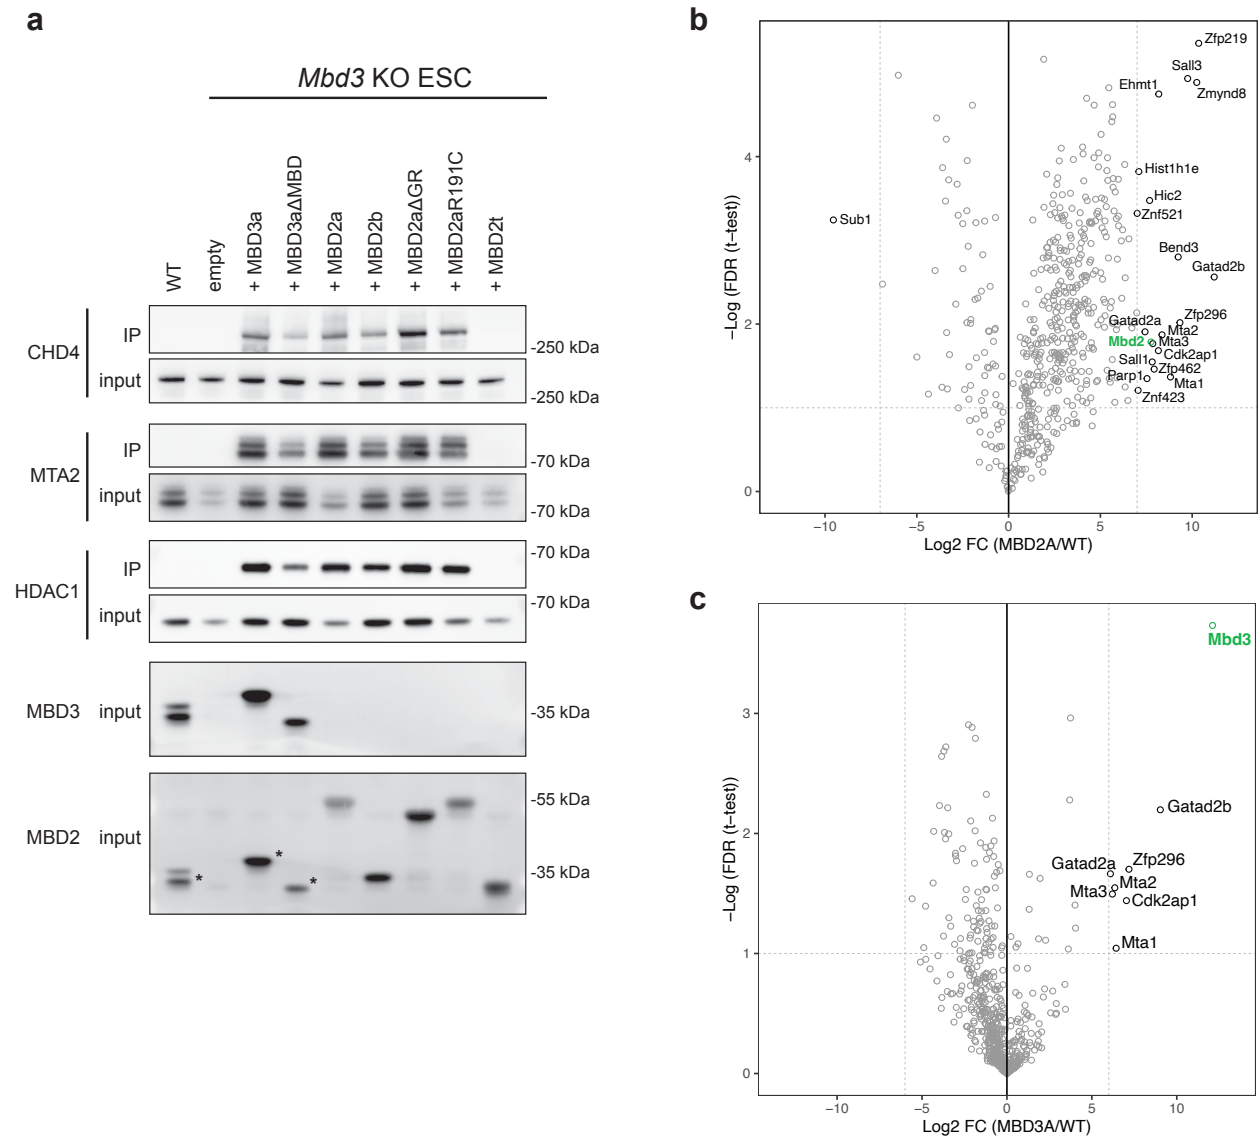

**Supplementary Figure 8:** **a** Western blot analysis of immunoprecipitation (IP) of biotin-tagged MBD2 or MBD3 variants in *Mbd3* KO ESC lines and detection of the NuRD complex members: CHD4, MTA2 and HDAC1. Expression levels of biotin-tagged MBD2 or MBD3 proteins are shown for input materials detected with antibodies specific for MBD2 or MBD2, respectively. Asterisks in the MBD2 Western blot are indicating unspecific signals originating from previous MBD3 detection. Approximate sizes are indicated in kDa. Experiment was repeated twice. **b-c** Volcano plots showing MS biotin-Co IP results obtained from *Mbd3* KO ESC stably expressing MBD2a (**b**) or *Mbd3* KO ESC stably expressing MBD3a (**c**) in comparison to WT controls. Statistically enriched proteins are indicated (permutation-based FDR-corrected two-tailed t-test: FDR > 1.301, log<sub>2</sub> FC > 6 for MBD3a or 7 for MBD2a, n = 3 independent replicates).

## Supplementary Figure 9

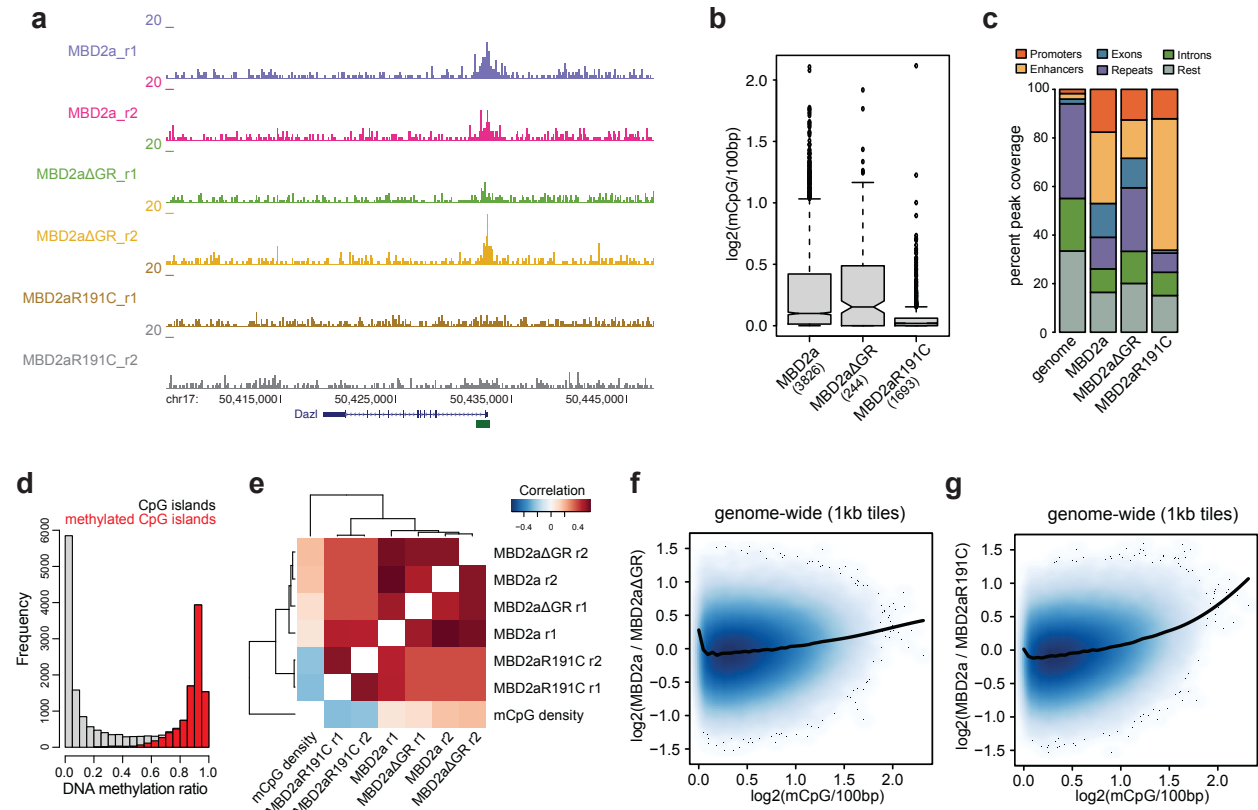

**Supplementary Figure 9:** **a** MBD2 variant localization to example chromosomal region. Shown is the enrichment for all MBD2a, MBD2aΔGR and MBD2R191C proteins at the *Dazl* promoter, which harbors a methylated CpG island (marked as a green bar below the gene profile). MBD protein enrichment is calculated as library-normalized number of tags per 100 bp and two replicates are shown. Heat map profiles indicating binding of biotin-tagged MBD2a, MBD2aΔGR, or MBD2aR181C to methylated CpG islands. **b** Box plots showing DNA methylation density under peaks identified for MBD2a, MBD2aΔGR and MBD2R191C. Boxes denote inter-quartile range (IQR), whiskers IQRx1.5. Median value and values outside of IQRx1.5 are indicated. Number of identified peaks are indicated. **c** Percent peak coverage of identified peaks with functional genomic elements. **d** Histogram shows DNA methylation ratio at all CpG islands identified in the mouse genome. CpG islands considered methylated are indicated in red. **e** Cross-correlation of ChIP-seq signals and CpG methylation density at methylated CpG islands. **f-g** Genome-wide scatter plots calculated at 1kb genomic intervals show the impact of ΔGR (f) or R191C (g) on MBD2a binding to DNA methylation density.

## Supplementary Figure 10

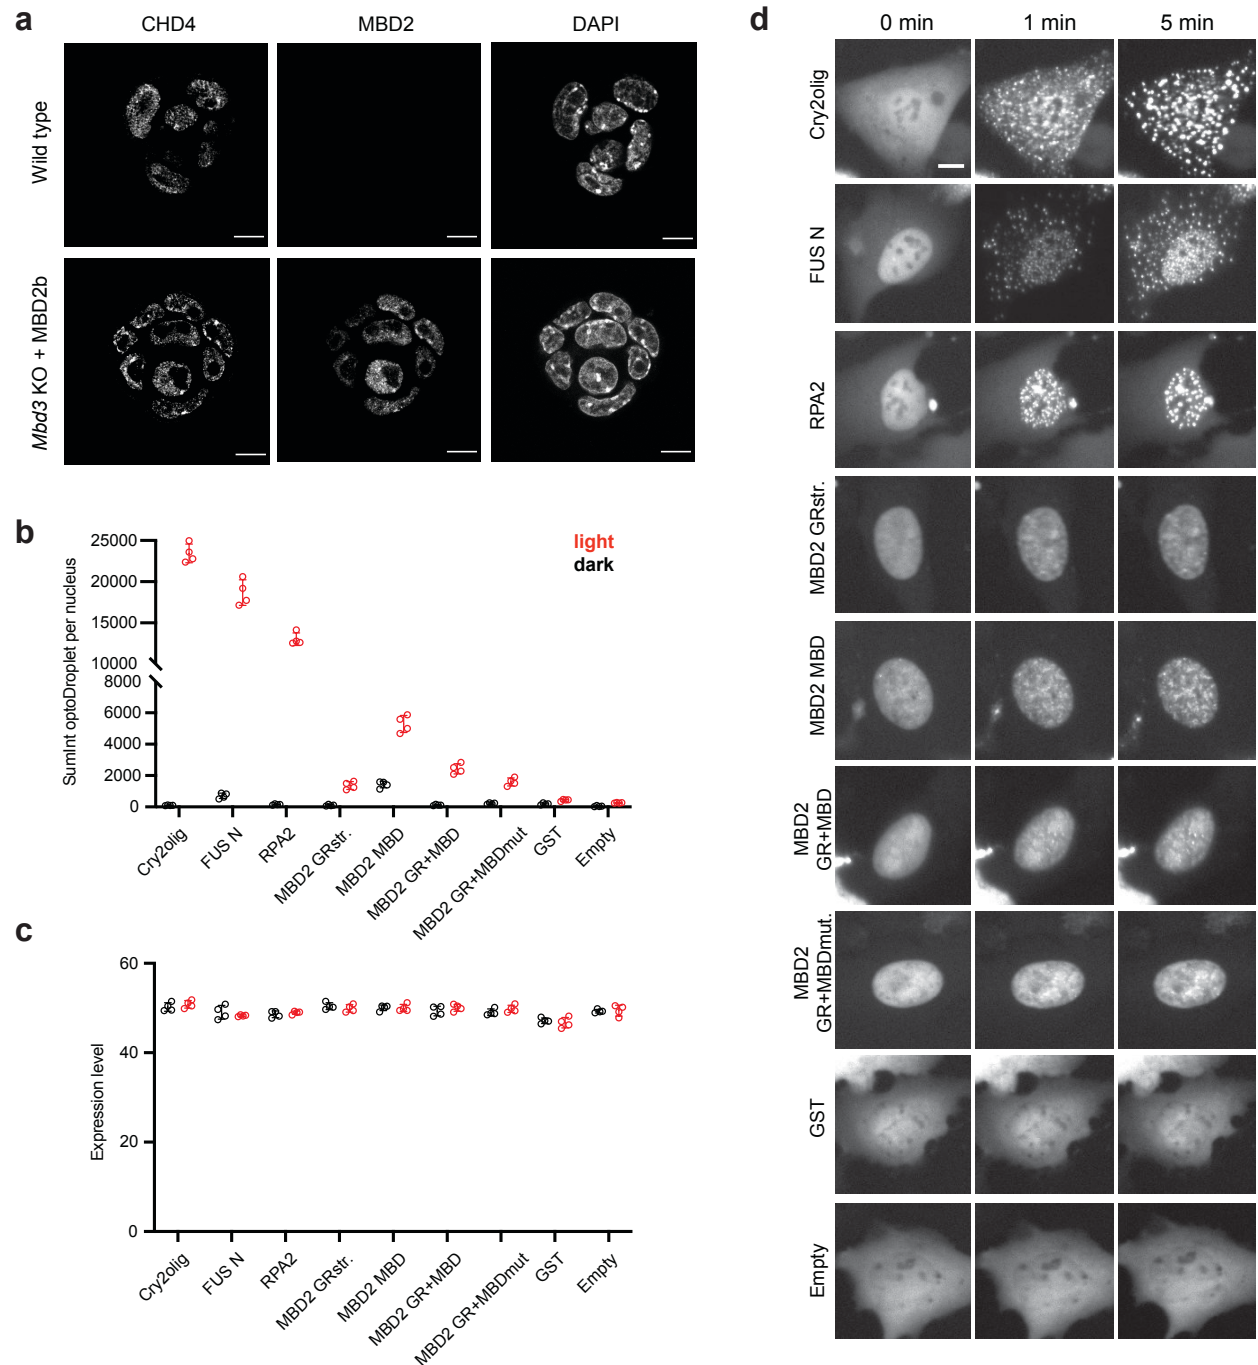

**Supplementary Figure 10: a** Representative immunofluorescence images of CHD4 and MBD2 in WT and *Mbd3* KO stably expressing MBD2b. Cell lines are indicated above each image. DAPI staining reveals chromocenters. Similar results were obtained from 2 independent replicates. Scale bar = 10  $\mu$ m. **b** Accumulated optoDroplet intensity per nucleus of different proteins fused to Cry2-mCherry was analyzed with (red) or without (black) optoDroplet induction by blue light for 6min. Averages and standard deviations were calculated from n=4 independent samples per condition (cell number: Cry2oligdark n1=325, n2=400, n3=487, n4=639; Cry2oliglight n1=299,

n2=483, n3=558, n4=507; FUS Ndark n1=370, n2=405, n3=302, n4=408; FUS Nlight n1=404, n2=288, n3=406, n4=563; RPA2dark n1=321, n2=374, n3=477, n4=321; RPA2light n1=386, n2=507, n3=381, n4=370; MBD2 GRstr.dark n1=426, n2=303, n3=339, n4=210; MBD2 GRstr.light n1=415, n2=491, n3=335, n4=432; MBD2 MBDdark n1=432, n2=491, n3=363, n4=387; MBD2 MBDlight n1=565, n2=485, n3=408, n4=431; MBD2 GR+MBDdark n1=279, n2=266, n3=345, n4=419; MBD2 GR+MBDlight n1=285, n2=428, n3=441, n4=483; MBD2 GR+MBDmutdark n1=379, n2=345, n3=387, n4=230; MBD2 GR+MBDmutlight n1=301, n2=397, n3=301, n4=298; GSTdark n1=448, n2=424, n3=421, n4=483; GSTlight n1=530, n2=665, n3=720, n4=665; Emptydark n1=363, n2=368, n3=391, n4=172; Emptylight n1=456, n2=342, n3=499, n4=503). **c** Nuclear mean intensities of Cry2-mCherry constructs in cells analysed in b. **d** Time-resolved optoDroplet formation of the MBD2 GR stretch, MBD2 MBD domain, MBD2 GR+MBD, and MBD2 GR+MBDmut fused to Cry2-mCherry. Cry2-mCherry fused to FUS N, RPA2, and Cry2-mCherry E490A (Cry2olig) are included as positive controls. Cry2-mCherry-GST and Cry2-mCherry (empty) are included as negative controls. Representative stills from live cell microscopy performed with 15s intervals are shown. Scale bar = 10  $\mu$ m. n=1 biological replicate. Source data for b-c is provided as a Source Data file.

## Supplementary Figure 11

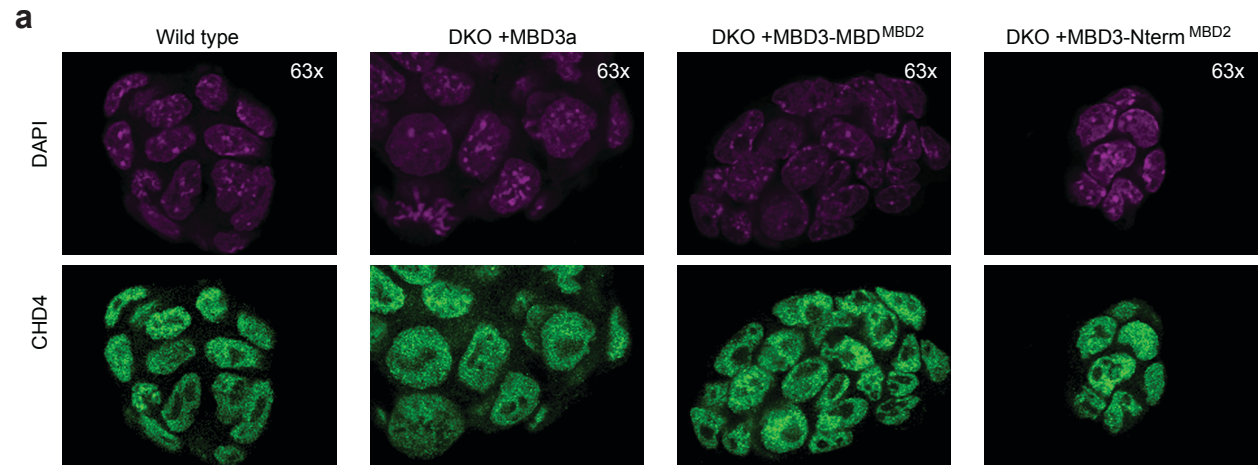

**Supplementary Figure 11 a** Representative immunofluorescence images of CHD4 in WT or DKO cell lines stably expressing MBD3a, MBD3\_MBD<sup>MBD2</sup> or MBD3\_Nterm<sup>MBD2</sup>. Cell lines are indicated above each image. DAPI staining (Magenta) reveals chromocenters. Similar results were obtained from 2 independent replicates.

# Supplementary material for: Dissecting the roles of MBD2 isoforms and domains in regulating NuRD complex function during cellular differentiation
**Source:** Nat Commun. 2023 Jun 29;14:3848. doi: 10.1038/s41467-023-39551-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For data collection we used standard operating software installed on Illumina MiSeq/NovaSeq sequencers, BD Biosciences LSR Fortessa cytometer, BD Bioscience FACSAria III cell sorter, and Thermo Scientific Orbitrap Fusion massspectrometers.                                                                      |
| Data analysis   | For data analysis, the following publicly available tools have been used:<br>FlowJo (10.7)<br>BD FACSDiva (9.1.2)<br>R (4.2.3)<br>trim_galore (0.6.6)<br>EdgeR(3.40.2)<br>MACS2 (2.1.1.20160309)<br>Prism (5.0a)<br>bedtools (2.27.1)<br>MaxQuant (1.6.10.43 )<br>Bowtie (2.3.5.1.)<br>STAR(2.7.7a)<br>QuasR(1.38.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Newly-generated RNAseq and ChIPseq data sets has been deposited to NCBI GEO under the following accession number GSE199541. Proteomics datasets have been deposited to ProteomeXchange under accession number PXD042407.  
published mm9 mouse genome sequence can be found here: [https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.18/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.18/)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. In all experiments cell lines were used and we mostly performed n=2 biological replicates with three independently generated cell lines. Results obtained were consistent and did not require larger sample size. |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                       |
| Replication     | All experiments were confirmed by replication at least once with three independent cell lines, except for MBD3KO+MBD2t cell line (only one clone was analysed). The exact handling of replicates is depicted in figure panels or the methods section.                         |
| Randomization   | Not relevant for the experiments performed here. Samples were allocated to either wild type or mutant and processed in parallel. For MS measurements, block-randomization was applied.                                                                                        |
| Blinding        | Blinding not relevant for this study. All samples were processed through identical analysis pipelines in parallel.                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input type="checkbox"/>            | <input type="checkbox"/> Plants                           |

| n/a                      | Involved in the study                              |
|--------------------------|----------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

The following primary antibodies were used for FACS:

anti-CD24a monoclonal antibody (eBioscience, Ref 48-0242-82, Clone M1/69, Lot 1974978)

anti-CD56 monoclonal antibody (BD Biosciences, Cat 748097, clone: 809220, Lot 9253508)

anti-CD309 (FLK1) monoclonal antibody (eBioscience, Ref 17-5821-81, Clone Avas12a1, Lot 2324710)

The following primary antibodies were used for WB:

anti-LaminB1 monoclonal antibody (Santa Cruz Biotechnology, sc-374015, B-10, Lot J3019)

anti-MBD2 monoclonal antibody (Abcam, ab188474, EPR1836, Lot GR222372-8)

anti-MBD3 monoclonal antibody (Abcam, ab157464, EPR9913, Lot GR117405-18)

anti-MTA2 polyclonal (Santa Cruz Biotechnology, sc-9447, C-20)

anti-CHD4 monoclonal antibody (Abcam, ab70469, 3F2/4, Lot GR3269483-7)

anti-HDAC1 polyclonal (Santa Cruz Biotechnology, sc-7872, H-51, Lot GR3269483-7)

The following primary antibodies were used for IF:

anti-MBD2 monoclonal antibody (Abcam, ab188474, EPR1836, Lot GR222372-8)

anti-MBD3 monoclonal antibody (Abcam, ab157464, EPR9913, Lot GR117405-18)

anti-CHD4 monoclonal antibody (Abcam, ab70469, 3F2/4, Lot GR3269483-7)

The following secondary antibodies were used for WB:

IRDye800CW Goat anti-Rabbit IgG Secondary Antibody (LI-COR, 926-32211)

IRDye 680RD goat anti-mouse IgG Secondary Antibody (LI-COR, 925-68070)

The following secondary antibodies were used for IF:

Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (Invitrogen, A11004, Lot 2332536)

Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (Invitrogen, A11001, Lot 2465113)

Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (Invitrogen, A11034, Lot 238003)

## Validation

All antibodies are commercial antibodies and validated by the provider and numerous publications.

anti-CD24:

<https://www.thermofisher.com/antibody/product/CD24-Antibody-clone-M1-69-Monoclonal/48-0242-82>

anti-CD56:

[https://www.bdbiosciences.com/en-ca/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/BV605-Rat-Anti-Mouse-CD56-\(NCAM-1\).748097](https://www.bdbiosciences.com/en-ca/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/BV605-Rat-Anti-Mouse-CD56-(NCAM-1).748097)

anti-FLK1:

<https://www.thermofisher.com/antibody/product/CD309-FLK1-Antibody-clone-Avas12a1-Monoclonal/17-5821-81>

anti LaminB1:

<https://www.scbt.com/de/p/lamin-b1-antibody-b-10>

anti-MBD2:

<https://www.abcam.com/products/primary-antibodies/mbd2-antibody-epr18361-ab188474.html>

anti-MBD3:

<https://www.abcam.com/products/primary-antibodies/mbd3-antibody-epr9913-chip-grade-ab157464.html>

anti-MTA2:

<https://www.scbt.com/p/mta2-antibody-c-20>

anti-CHD4:

<https://www.abcam.com/products/primary-antibodies/chd4-antibody-3f24-ab70469.html>

anti-HDAC1:

<https://www.scbt.com/p/hdac1-antibody-h-51>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                  |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | murine embryonic stem cells (HA36CB1, 129×C57BL/6) Baubec et al. DOI:10.1016/j.cell.2013.03.011<br>U-2 OS cells: ATCC (HTB-96; RRID:CVCL_0042)   |
| Authentication                                                       | mESC: Genotype confirmed by PCR/Sanger sequencing and Western blot.<br>U-2 OS: The parental U-2 OS cell line was authenticated by STR profiling. |
| Mycoplasma contamination                                             | mESC and U-2 OS cells were tested every 6 weeks for mycoplasma contamination and always scored negative.                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                  |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199541>

Files in database submission

ChIP-seq data for MBD2-biotin

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

### Methodology

|                         |                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------|
| Replicates              | two replicate per clone performed                                                       |
| Sequencing depth        | Over 20 Mio reads aligned once after deduplication and filtering of reads with MAPQ >40 |
| Antibodies              | no antibodies were used. Biotin/streptavidin pull-down with M280 streptavidin dynabeads |
| Peak calling parameters | --broad -g 1.87e9 --broad-cutoff 0.1                                                    |
| Data quality            | Sequencing quality was assessed using QuasR qQCReport()                                 |
| Software                | trim_galore 0.6.6<br>QuasR 1.38.0<br>MACS2 (2.1.1.20160309)                             |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells were harvested by trypsinisation and single-cell suspensions were obtained. For cell-surface staining, cells were incubated for 30min at 4°C with a saturating concentration of anti-CD24a monoclonal antibody (eBioscience, Clone M1/69), anti-CD56 monoclonal antibody (BD Biosciences, clone:809220) and anti-CD309 (FLK1) monoclonal antibody (eBioscience, Clone Avas12a1). LIVE/DEAD Fixable Near-IR Dead Cell Stain (L34975, Invitrogen) was used to discriminate cell viability.

Instrument

LSR Fortessa (BD Biosciences), or FACSAria III cell sorter (BD Biosciences).

Software

Data was acquired with the BD FACSDiva Software (BD Biosciences) and analysed with FlowJo 10.7

Cell population abundance

Purity was assessed for all the samples after sorting.

Gating strategy

Gating was performed based on WT cells gated for single cells, using forward scatter area (FSC-A) vs. side scatter area (SSC-A), followed by FSC-A vs. forward scatter height (FSC-H). Gating for CD24, CD56 and FLK-1 was done with the help of single-staining controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence & imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity☐ ☐ Graph analysis☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

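The data are poly(A) RNA-seq of neuronal progenitor cells (NPCs) at day 8 of in vitro differentiation from mouse ESCs. There are 24 libraries, 3 for each of 8 lines: WT, *Mbd3* KO, and *Mbd3* KO with a construct for MBD3a, MBD3ΔMBD, MBD2a, MBD2aΔGR, MBD2aR191C or MBD2t. Libraries were assigned to lines from the group names of the deposited columns and the sample labels. The columns carry a library number (s01 to s24) but no replicate number. The labels name the point mutant of MBD2a R181C, as the legend of Supplementary Fig. 9 does, while the paper's text has R191C and the deposited columns another name. It was taken as R191C because it is the only such mutant among the lines. The 3 MBD2t libraries are repeats of a single clone, so their spread leaves out differences between clones. They entered the fit as 3 replicates, so this spread is part of the estimate shared by all comparisons. The ChIP-seq libraries of the study were not analysed here.

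The authors isolated RNA with a column kit, selected poly(A) RNA, prepared directional libraries and sequenced them as single-end reads on an Illumina NovaSeq. They trimmed reads with Trim Galore and aligned them with STAR to the mouse genome NCBIM37 (mm9) with a GENCODE annotation. The deposited values are the authors' whole-number counts of reads per gene from qCount of QuasR, not normalized, for 25400 genes with an Entrez identifier. The paper's text does not name the strand setting of the counting, the edgeR test or the libraries in each fit. All columns of per-sample values were used. Of the gene symbols, 18 occur more than once, so genes were handled by Ensembl identifier. Coordinates are those of the annotation on mm9, in which all 25400 identifiers were found.

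Library totals lay between 27993858 and 49392806 counts, with a median of 36797095. A level of 3 counts corresponds to 0.107 CPM in the smallest and 0.0607 CPM in the largest library. These floors cover counting error only, since the reads carry no molecular identifiers. With 3 libraries per line, an exact two-sided permutation test cannot give a p-value under 0.1.

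From the deposited counts, genes were filtered with filterByExpr by line (16582 genes left), scaled with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with all libraries in a single fit and the line as the only factor. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1 were called changed. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The procedure was tested on simulated counts for 16202 genes, of which 200 had a known change. It recovered 170 of these (85%), all 138 with a 4-fold or larger change among them, and called 2 unchanged genes. All genes and lines were simulated with the same dispersion of 0.02. The real lines were unequal in spread, with a chi-square per gene between replicates from 3.42 in MBD2t to 303 in MBD2aΔGR. The simulation therefore does not give the rate of false calls in the real data. CPM values were computed with the TMM-scaled library sizes, and log2 CPM with a prior count of 1. The position of a library along the *Mbd3* KO response is the mean log2 CPM of genes higher in *Mbd3* KO minus that of genes lower in it, scaled to 0% at the WT mean and 100% at the *Mbd3* KO mean. Positions were compared with exact permutation tests. Multidimensional scaling used plotMDS with the top 500 genes for each pair and a prior count of 2.

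Gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01. There were 18 sets, 12 lists written by hand and 6 Reactome sets from the 1457 that come with fgsea 1.28.0. The GO sets and ISMARA, both used by the paper, were not used here. Log2 fold changes of MBD2a and *Mbd3* KO were related by the slope and Spearman correlation across genes.

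Named genes follow a rule. They are the genes the paper names for its RNA-seq, *Mbd2*, *Mbd3*, the FACS markers, and the transcription factor genes of Supplementary Fig. 6c. For each comparison with WT they also include the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM of at least 1 and no overlap between the libraries, and every called gene where 10 or fewer were called. *Peg10* and *Dazl* complete the list. *Grb10*, *Prl3d1* and *Xist* were chosen after their values were seen.

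The alternatives tried were fits of only the 2 lines compared or of all lines but MBD2t, other scalings (RLE, upper quartile, library size only), other tests (DESeq2 1.42.0, likelihood ratio, exact and legacy quasi-likelihood tests of edgeR), other filters, other thresholds (no fold change threshold, unadjusted p-values, glmTreat), and leaving out each library in turn. Similar alternatives were tried for the position, the scaling plot, the gene sets and the relation of fold changes. A legacy quasi-likelihood test and glmTreat, each on only the 2 lines compared, were added after the data had been seen.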

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

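The gene lists used here were written before the data were examined. The tests of list membership in *Mbd3* KO, library size and gene length were also set before their results were seen, while the tests of GC content, dominant genes, thinning and everything concerning MBD2a against other lines were chosen after the result was seen.

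Genes of other lineages were higher in *Mbd3* KO than in WT, a signal the paper does not report. The trophoblast list had a median log2 fold change of 3.59, with 30 of 31 genes higher (camera adjusted p = 6.66e-10), and a list of germline genes with methylated promoters had a median of 1.81, with 21 of 23 higher (adjusted p = 0.00474). With fgsea over the changed genes only, the adjusted p of the germline list was 0.22, and over all tested genes it was 0.0161. Lists of primitive endoderm and mesoderm genes had adjusted p-values of 0.0333 each, and a p53 list 0.000181. The fibroblast list gave 0.827, so no difference between *Mbd3* KO and WT was seen in it with camera. Its direction reversed with fgsea over the changed genes only. Feeder cells in both lines would not show in this comparison. Technical explanations were weighed for the genes higher in *Mbd3* KO. Of the *Mbd3* KO libraries, 1 had more counts than the lowest WT library. The median exon length of these genes was 3064 bases and their median GC content 52.9%, both within the quartiles of the tested genes (2069 to 5370 bases and 45.9% to 55.4%). The medians of the tested genes were 3441 bases and 50.7%, so the genes higher in *Mbd3* KO were somewhat shorter and richer in GC, and effects of length and GC content are not ruled out. The 10 most counted genes took at most 5.1% of the counts of a *Mbd3* KO library. After thinning all libraries to the lowest total, 3198 genes were higher. Of the 10 splits of the 6 libraries into 3 and 3, only the real split gave as many changed genes (1 of 10), with 5609 against 0 to 28 in the other 9. Since 10 splits cannot give a share below 0.1, this count alone cannot tell the difference apart from a chance division. A candidate explanation is that cells without MBD3 enter other lineages or lose silencing of germline genes, which remains a hypothesis, because the lists cannot separate these and the technical explanations were not all ruled out. In the WT libraries the germline list had means of -1.27, -0.31 and 1.58, and the pluripotency list -1.31, -0.17 and 1.48. Both lists thus moved together with MBD3 present, so the germline rise cannot be told apart from that of pluripotency genes.

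The trophoblast list was lower in MBD2a than in *Mbd3* KO, with a median log2 fold change of -1.43 and 30 of 31 genes lower (camera adjusted p = 1.26e-15). The interferon list was lower by a median of -0.666. Both differences were tested directly between the 2 lines. With each MBD2a library left out in turn, the largest camera p was 7.72e-14 for the trophoblast list and 6.32e-08 for the interferon list, so a single MBD2a library does not account for either. The size of the differences did depend on s15. Without it the medians were -2.19 for the trophoblast and -1.09 for the interferon list. Without s13 they were -1.12 and -0.552, and without s14 -1.26 and -0.542. With library size only as the scaling, the medians were -1.42 and -0.657. A lower share of undifferentiated cells in MBD2a is not seen in the pluripotency list (adjusted p = 0.972 between MBD2a and *Mbd3* KO). For all genes changed between these lines, 1 of the 10 splits gave as many, the real split itself, with 871 against at most 326 in the other 9. Since 10 splits cannot give a share below 0.1, this count alone cannot tell the difference apart from a chance division. MBD2a may lower the expression of these lists in part, a hypothesis formed and tested on the same libraries, in which *Mbd2* was not called against *Mbd3* KO (log2 fold change 0.26, edgeR adjusted p = 0.508).

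*Mbd2* reads were lower in MBD2a than in MBD2aR191C, with a log2 fold change of -1.79 in a direct comparison. Only RNA was measured here, and not the protein. Thinned to equal totals, the change was -1.77, and with library size only -1.64. If reads of the N-terminal part were lost in alignment, MBD2aR191C, which shares that part, would lose them as well, yet its *Mbd2* reads were higher than in *Mbd3* KO by 2.06. The libraries labelled MBD2a could hold cells without the construct. The paper checked construct integration in picked clones by PCR and immunoblotting. Its blots of ESC lines show MBD2a at levels similar to MBD2b and MBD2aΔGR, and it pulled down tagged MBD2a from *Mbd3* KO ESCs. Those checks concern ESCs and not the NPCs sequenced here. The MBD2a libraries were told from *Mbd3* KO by 871 genes, and 1 of the 10 splits of the 6 libraries, the real split, gave as many, the smallest share possible. This count does not show whether the construct is present, so the pattern cannot be told apart from this explanation. No biological explanation was tested.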

How the results depend on the processing

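The settings were set before the data were examined, except for the legacy quasi-likelihood test and glmTreat on only the 2 lines compared, which were chosen after seeing the data. For each change below, the cause was not tested. No paired analysis was possible because the deposited columns carry no replicate number.

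Counts within 1.5 times of the value at the claim are not repeated. In a fit of only the 2 lines compared, 13 genes were called for MBD2aΔGR vs WT (856 at the claim), 241 for MBD2a vs *Mbd3* KO (871), 1 for MBD2t vs *Mbd3* KO (4) and 1694 for MBD2a vs MBD2aΔGR (3080). With all groups except MBD2t the counts were 0 for MBD3ΔMBD vs WT (3, and 1187 at an unadjusted p under 0.05), 472 for MBD2aΔGR vs WT and 1 for MBD2aR191C vs WT (3). MBD2t vs *Mbd3* KO gave 2 genes with upper quartile scaling and 2 with library size only, in both 1 higher and 1 lower instead of 1 and 3, and 2 with all genes with at least 1 count. For MBD3ΔMBD and MBD2aR191C vs WT, the counts were 23 and 15 with DESeq2, 10 and 15 with the likelihood ratio test, 11 and 13 with the exact test, and 0 and 1 with legacy quasi-likelihood, which gave 1 for MBD2t vs *Mbd3* KO.

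With no fold change threshold, the counts were 9990 for *Mbd3* KO (5609), 1417 for MBD2aΔGR, 9197 for MBD2a (5077) and 9911 for MBD2t (5531), each vs WT, and 1454 for MBD2a vs *Mbd3* KO, 5755 vs MBD2aΔGR and 8434 vs MBD2aR191C (4525). With unadjusted p they were 93 for MBD3a (0), 287 for MBD3ΔMBD, 1685 for MBD2aΔGR, 244 for MBD2aR191C, 1445 for MBD2a vs *Mbd3* KO and 196 for MBD2t vs *Mbd3* KO. With glmTreat they were 3469 for *Mbd3* KO, 0 for MBD3ΔMBD, 54 for MBD2aΔGR, 1 for MBD2aR191C, 2742 for MBD2a and 3474 for MBD2t vs WT, 190 for MBD2a and 1 for MBD2t vs *Mbd3* KO, 1061 for MBD2a vs MBD2aΔGR and 2043 vs MBD2aR191C. Legacy quasi-likelihood on only the 2 lines compared gave 2 for MBD2aΔGR vs WT, 140 for MBD2a and 1 for MBD2t vs *Mbd3* KO, and 1572 for MBD2a vs MBD2aΔGR. With glmTreat on only the 2 lines compared, they were 3071 for *Mbd3* KO, 1 for MBD3ΔMBD, 0 for MBD2aΔGR (4409 at an unadjusted p under 0.05 in the fit at the claim) and 2026 for MBD2a vs WT, 28 for MBD2a and 1 for MBD2t vs *Mbd3* KO, 0 for MBD2a vs MBD2aΔGR (7452) and 1156 vs MBD2aR191C.

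With each library left out in turn, the 6 fits of each comparison called from 5126 to 5846 genes for *Mbd3* KO, 0 to 8 for MBD3ΔMBD, 121 to 1914 for MBD2aΔGR, 1 to 10 for MBD2aR191C, 4351 to 5433 for MBD2a and 5064 to 5820 for MBD2t vs WT. They called 526 to 1288 for MBD2a and 1 to 39 for MBD2t vs *Mbd3* KO, 2214 to 3847 for MBD2a vs MBD2aΔGR and 3530 to 5257 vs MBD2aR191C. MBD3a vs WT gave 0 in each fit (293 at an unadjusted p under 0.05 with all libraries).

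Of the 20 marker genes, 2 were called for MBD2aΔGR vs WT at the claim, 0 with only the 2 lines compared, 1 with all groups except MBD2t, 5 with unadjusted p, 0 with glmTreat, and 0 with each of the 2 settings chosen later. With glmTreat on only the 2 lines compared, 12 were called for *Mbd3* KO and 11 for MBD2a. Leaving out libraries gave 15 to 20 for *Mbd3* KO, 0 to 7 for MBD2aΔGR, 16 to 19 for MBD2a, 14 to 19 for MBD2t, 0 to 1 for MBD2a vs *Mbd3* KO, 9 to 14 vs MBD2aΔGR and 12 to 17 vs MBD2aR191C. All these counts take only markers called in the direction of the *Mbd3* KO change against WT. For MBD2a vs *Mbd3* KO with all libraries, 3 neuronal markers were called higher and 1 lower, and only the lower marker is counted.

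The position of MBD2t was 100.2% with genes changed in MBD2t vs WT and 93.14% to 100.7% with libraries left out, and that of MBD3ΔMBD was -13.05% to 0.8255%. The other positions moved by less than their SD, and so did the scaling plot. The slope of MBD2a on *Mbd3* KO was 0.577, 1.04 and 0.573 in 3 of the 6 divisions of the WT libraries.

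With fgsea over the changed genes only, the adjusted p in *Mbd3* KO was 0.22 for the pluripotency and for the germline list, 0.256 for primitive endoderm, 0.061 for mesoderm and 0.421 for the fibroblast list, whose direction reversed. In MBD2a it was 0.161 for pluripotency, 0.0177 for Axon guidance and 0.000185 for Innate Immune System. With fgsea over all tested genes it was 0.0427 for the fibroblast list and 0.00224 for both Axon guidance and Innate Immune System in MBD2a.

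Over 216 pairs of a named gene and a comparison, 515 values were weaker, 9 stronger and 14 reversed of 4688. The reversals concern *Mbd3*, with changes near 0 at the claim. Its log2 fold change for MBD2a vs *Mbd3* KO was -0.01072 with only the 2 lines compared and with glmTreat on them, -0.01999 with RLE, -0.01807 with DESeq2, -0.004319 with all genes with at least 1 count, -0.01559 with the CPM filter, -0.009413 with legacy quasi-likelihood on the 2 lines, and -0.266, -0.156 and -0.1339 without s04, s13 and s14 (-0.266 to 0.2509 over the 6 fits). For MBD2a vs MBD2aΔGR it was -0.1049, -0.07216, -0.06404 and -0.116 without s13, s14, s16 and s17 (-0.116 to 0.434 over the 6 fits).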

Differences from the paper's values

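The paper states 1821 genes higher and 1102 lower in *Mbd3* KO, against 3248 and 2361 here. Of the alternatives set before the data were examined, glmTreat gave 2069 and 1400, within 1.5 times of the paper's, and none of the others did. For MBD2aΔGR, the paper states 0 higher and 0 lower, against 446 and 410 here, with 4409 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined gave 0; a fit of only the 2 lines gave 1 and 12, and glmTreat 4 and 50. For MBD2a, the paper states 859 higher and 1008 lower, against 2797 and 2280 here. glmTreat gave 1334 lower, within 1.5 times of the paper's, and 1408 higher, which is not; none of the other alternatives set before the data were examined closed either gap.

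For MBD2t, the paper states 1578 lower, against 2505 here. The alternatives set before the data were examined that came within 1.5 times were the fit of only the 2 lines (2356), upper quartile scaling (2249), library size only (2106), the CPM filter (2185), glmTreat (1554) and the fit without the WT library s01 (2325), and the others did not. For MBD3ΔMBD, the paper shows about 1 gene lower in Fig. 2f, read by eye, against 3 here; none of the alternatives set before the data were examined gave 1.

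With glmTreat on only the 2 lines compared, a setting chosen after seeing the values and after the paper's counts had been compared, the counts were 1923 higher and 1148 lower in *Mbd3* KO, 0 and 0 in MBD2aΔGR, 972 and 1054 in MBD2a, 1584 lower in MBD2t and 1 lower in MBD3ΔMBD. Legacy quasi-likelihood on only the 2 lines, also chosen after seeing the values, gave 0 higher in MBD2aΔGR, 2355 lower in MBD2t and 1 lower in MBD3ΔMBD. The methods do not name either of these.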

Other observations

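The tests in this part were chosen after the result was seen, except for the splits of the libraries. The limits of 100 Xist reads scaled to library size, -0.5 for the genes next to *Grb10* and 0.2 for a chromosome, the choice of the library s18 and the division of chromosome 1 at 80 Mb were set by hand after looking at the data.

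Of the 10 splits of 6 libraries into 3 and 3, the number with as many changed genes as the real split, itself included, was 1 for MBD3ΔMBD, 1 for MBD2a, 1 for MBD2t, 2 for MBD2aΔGR and 2 for MBD2aR191C vs WT. It was 1 for MBD2t vs *Mbd3* KO, 1 for MBD2a vs MBD2aΔGR and 1 for MBD2a vs MBD2aR191C. For MBD3a vs WT it was 10, since no split called a gene (293 at an unadjusted p under 0.05 in the real split). The other split was s01, s02 and s16 for MBD2aΔGR, with 1650 genes, and s01, s02 and s19 for MBD2aR191C, with 777. With 10 splits no share can fall below 0.1.

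For MBD2aΔGR, where 856 genes were called, 121 were called without the library s18, which lay far from the others. The count was also 182 and 252 without the WT libraries s01 and s02, so the fall is not specific to s18. The primitive endoderm list was higher in MBD2aΔGR by a median log2 fold change of 2.93, with a mean of 4.91 above WT in s18, 0.94 in s16 and 0.78 in s17. Without s18 the camera p was 3.22e-05, but camera with its fixed inter-gene correlation does not take in the spread between libraries. The means of s16 and s17 lay close above the highest WT library, at 0.58. Whether s18 accounts for the whole shift is thus left open.

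Reads on Y-linked genes, scaled as CPM without TMM, were 54.2, 40.8 and 34.8 in WT, 16.7, 14.2 and 5.34 in *Mbd3* KO, 27.5, 5.61 and 1.63 in MBD3a and 28.9 to 30.3 in MBD2t. In the libraries of the other 4 lines they were 0.518 to 6.91. The library with the most counts had 1.95, so low depth is not the reason. Xist reached at most 0.491, which speaks against cells with 2 X chromosomes. MBD2t, which by the paper does not rescue, had a mean of 29.7, so the differentiation block does not account for the low values. Loss of the Y chromosome in part of the cells of a clone may explain them, but was not tested, and in *Mbd3* KO it would not explain why *Ddx3y* was not lower (log2 fold change -0.25) when *Eif2s3y* and *Uty* were (-2.38 and -3.05).

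Genes of chromosome 1 were lower in the *Mbd3* KO library s04 than in the other *Mbd3* KO libraries, with a median of -0.394 on the log2 scale over 607 genes. In s06 the same measure was 0.30, part of which follows from s04 being 1 of the 2 libraries it is compared with. The most shifted other chromosome of s04 had -0.0627, which speaks against depth or scaling. All 20 windows of 10 Mb were lower, from -0.89 to -0.24. Fewer copies of chromosome 1 in part of the cells may explain this, but RNA alone cannot tell it from other causes. In the MBD2a library s15 the 12 windows from 80 Mb on were lower, from -0.95 to -0.55, and in the MBD3a library s09 the 7 windows of chromosome 19 were higher, from 0.22 to 0.35.

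*Grb10* had 315 reads in s09, 333 in s11, 549 in s15 and 677 in s18, and at least 1951 in each of the other libraries. The neighbouring genes *Cobl*, *Ddc* and *Fignl1* were as low as -0.538 (log2) against the median of all libraries among these 4. This test was redefined after its first result was seen: against the other libraries of the group the lowest value was -0.133. By the first measure the neighbours lay at -0.157 in s09, 0.288 in s15 and 0.111 in s18, so a deletion that takes in all 3 is not seen there. The lowest value was that of s11, but the other MBD3ΔMBD libraries s10 and s12, with 19266 and 26340 *Grb10* reads, were lower (-0.625 and -0.702), and against them s11 lay at -0.0105, so such a deletion is not seen in s11 either. The low *Grb10* reads cannot be told apart from a deletion of *Grb10* alone, which was not tested.

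The p53 list was higher than in WT in each of the 7 other lines (camera adjusted p from 1.01e-12 in MBD3a to 0.00713 in MBD3ΔMBD), with medians from 0.15 to 1.44 on the log2 scale, but the list means of MBD3ΔMBD and MBD2aR191C libraries overlap those of WT. All 7 comparisons use the same WT libraries, so the shared direction is not 7 independent results. The paper does not report a rise of this list. The germline list was lower in MBD3ΔMBD than in WT, with a median of -1.60 and 23 of 23 genes lower (camera adjusted p = 5.16e-06). Its mean was -1.27, -0.31 and 1.58 in the WT libraries and -0.11, -1.16 and -1.41 in those of MBD3ΔMBD, so the lines overlap, which camera with its fixed inter-gene correlation does not take in. Reads on *Mbd3* were lowest in s04, s15, s16 and s17 (log2 CPM of 5.10, 5.19, 5.52 and 5.39). The pluripotency list ranged from -1.31 to 1.48 within the WT libraries, which it ranked in the same order as the germline list. In the MBD3ΔMBD libraries its mean was 0.04, -1.28 and -1.17, so the fall of the germline list there cannot be told apart from that of pluripotency genes.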
